# Base editing in bovine embryos reveals a species-specific role of SOX2 in regulation of pluripotency

**DOI:** 10.1371/journal.pgen.1010307

**Published:** 2022-07-05

**Authors:** Lei Luo, Yan Shi, Huanan Wang, Zizengchen Wang, Yanna Dang, Shuang Li, Shaohua Wang, Kun Zhang

## Abstract

The emergence of the first three lineages during development is orchestrated by a network of transcription factors, which are best characterized in mice. However, the role and regulation of these factors are not completely conserved in other mammals, including human and cattle. Here, we establish a gene inactivation system with a robust efficiency by introducing premature codon with cytosine base editors in bovine early embryos. By using this approach, we have determined the functional consequences of three critical lineage-specific genes (*SOX2*, *OCT4* and *CDX2*) in bovine embryos. In particular, *SOX2* knockout results in a failure of the establishment of pluripotency in blastocysts. Indeed, OCT4 level is significantly reduced and NANOG barely detectable. Furthermore, the formation of primitive endoderm is compromised with few SOX17 positive cells. RNA-seq analysis of single blastocysts (day 7.5) reveals dysregulation of 2074 genes, among which 90% are up-regulated in *SOX2*-null blastocysts. Intriguingly, more than a dozen lineage-specific genes, including *OCT4* and *NANOG*, are down-regulated. Moreover, SOX2 level is sustained in the trophectoderm in absence of CDX2. However, *OCT4* knockout does not affect the expression of SOX2. Overall, we propose that SOX2 is indispensable for OCT4 and NANOG expression and CDX2 represses the expression of SOX2 in the trophectoderm in cattle, which are all in sharp contrast with results in mice.

## Author summary

The first and second cell fate decisions of a new life are important for subsequent embryonic and placental development. These events are finely controlled by a network of transcriptional factors, which are extensively characterized in mice. Species-specific roles of these proteins are emerging in mammals. Here, we develop a gene loss-of-function system by using cytosine base editors in bovine early embryos. We find that expression pattern, functional roles, and regulation of SOX2 are all different between mouse and bovine embryos. Remarkably, SOX2 is extremely important for OCT4 and NANOG, two well-established pluripotency factors. Furthermore, CDX2 is required to repress SOX2 in the trophectoderm. Given similar expression pattern of SOX2 between human and bovine blastocysts, bovine embryo represents a putative model to investigate human pluripotency regulation in vivo.

## Introduction

Mammalian preimplantation development is characterized by the first sequential cell fate decisions occurring in close temporal relationship to each other. The first cell fate decision gives rise to the inner cell mass (ICM) and the trophectoderm (TE) and the ICM subsequently generates the primitive endoderm (PE) and the epiblast (EPI) during the second cell fate decision. TE and PE will develop into placenta and extra-embryonic cells, respectively, whereas the pluripotent EPI will contribute to the embryo proper [1,2]. The mechanisms that regulate these events have been mostly obtained from mouse model. Recent gene-expression and functional analyses suggest that these mechanisms in the mouse may differ in other mammals, including human and cattle [3–7]. Investigation of these mechanisms is important for assisted reproductive technology, regenerative medicine as well as understanding early embryonic mortality in humans and agricultural animals.

The establishment and maintenance of pluripotency are regulated by a variety of transcription factors, including core pluripotency factors, OCT4, SOX2 and NANOG [1,2]. The functional significance and relationship of these factors have been relatively well-characterized in mouse embryos. Interestingly, unlike the universal expression pattern of OCT4 at morula stage, SOX2 is specifically restricted into the inside cells of morula that become the ICM and is considered the earliest pluripotency marker in mice [3]. The HIPPO pathway plays a critical role in the temporal and spatial expression of SOX2 in mouse preimplantation embryos [3,8]. However, SOX2 is not required for the first cell fate decision although *SOX2*-null mouse embryos die soon after implantation and exhibit abnormal ICM [9]. Meanwhile, SOX2 is dispensable for the initial expression of OCT4 and NANOG in mouse blastocysts [3]. In contrast with the expression pattern in mouse preimplantation embryos, SOX2 is not restricted until the expanded blastocyst stage in cattle and humans [10], suggesting a differential regulation of pluripotency in these species.

Base editors are derived from CRISPR/Cas9 genome-editing system and used for precise base editing without DNA double-strand breaks and homology-directed repair [11]. Adenine base editors (ABEs) are used to convert A:T base pairs to a G:C base pairs [12]. Cytosine base editors are used to convert C:G to T:A [13]. In addition, a specific function of cytosine base editors is to install a premature stop codon by converting the four codons CAA, CAG, CGA and TGG into stop codons TAA, TAG or TGA [14,15]. To date, base editing has been successfully implemented in the embryos of mice [16,17], rats [18], pigs [19], rabbits [20], cynomolgus monkeys [21], and humans [22–24] but has yet been determined in cattle.

In the present study, we successfully develop a highly-efficient base editing system in bovine embryos, representing a powerful tool to interrogate gene functions. We then address the role of SOX2 in bovine early embryonic development. *SOX2*-null embryos can develop to blastocyst stage, but the ICM is abnormal. *SOX2* knockout (KO) results in a significant reduction in OCT4 and NANOG expression as well as dysregulated expression of over 2000 genes in bovine blastocysts. Impressively, CDX2 inhibits SOX2 expression in the TE. In summary, SOX2 is important for OCT4 and NANOG expression and CDX2 is necessary for ensuring the restricted expression of SOX2 in the ICM of bovine blastocysts.

## Results

### Base editors enable efficient genome editing in bovine embryos

We first sought to establish base editing system using cytosine base editor 3 (BE3) and adenine base editor 7.10 (ABE7.10). Base editor mRNA and sgRNAs targeting *SMAD4* were co-injected into bovine zygotes. Morula cultured in vitro for 6 days (D6) were collected and genotypes identified by both Sanger sequencing and targeted deep sequencing (S1A and S1B Fig). As for BE3, the desired mutations of C_6_ and C_7_ to T were found in all embryos examined (S1C Fig). The average efficiency of C_6_ and C_7_ being edited as T was 86.3% and 85.4%, respectively, compared with 5.0% in wildtype (WT) embryos (S1D Fig). Regarding ABE7.10, the target mutation of A_5_ to G was also found in all embryos with an average editing efficiency of 79.4% versus 4.5% in WT embryos (S1E and S1F Fig). In addition, we investigated the off-target effect by targeted next-generation sequencing and found no obvious distal off-target edits at the six predicted off-target sites (S2A and S2B Fig).

To evaluate the ability of base editors to edit multiple genes in bovine embryos, we simultaneously injected sgRNAs targeting three genes, *SMAD4*, *TEAD4*, and *CDX2*, with base editor mRNA. Results show that injection of the base editing components did not affect the embryonic development to D6 morula(S3A and S3B Fig). Using BE3, results indicate successful editing of three, two and single target genes in 25.8%, 25.8% and 12.9% embryos, respectively (S3C Fig and Table 1). For ABE7.10, results indicate successful editing of three, two and single target genes in 23.3%, 56.7% and 20.0% embryos, respectively (S3D Fig and Table 2). Moreover, the percentages of editing for *SMAD4*, *TEAD4* and *CDX2* by BE3 is 54.8%, 32.3% and 54.8%, respectively and those by ABE7.10 are 76.7%, 33.3% and 93.3%, respectively. Taken together, these data present proof-of-evidence of base editing with high efficiency in bovine embryos.

**Table 1:** Results of multiple genes’ editing in bovine embryos by BE3.

No. of embryos sequenced	No. of unedited (%)	No. of single gene-edited (%)			No. of two genes-edited (%)			No. of three genes-edited (%)
		*SMAD4*	*TEAD4*	*CDX2*	*SMAD4* and *TEAD4*	*TEAD4* and *CDX2*	*SMAD4* and *CDX2*	*SMAD4*, *TEAD4* and *CDX2*
31	11 (33.5)	2 (6.5)	1 (3.2)	1 (3.2)	0 (0.0)	1 (3.2)	7 (22.6)	8 (25.8)

**Table 2:** Results of multiple genes’ editing in bovine embryos by ABE7.10.

No. embryos sequenced	No. unedited (%)	No. of single gene-edited (%)			No. of two genes-edited (%)			No. of three genes-edited (%)
		*SMAD4*	*TEAD4*	*CDX2*	*SMAD4* and *TEAD4*	*TEAD4* and *CDX2*	*SMAD4* and *CDX2*	*SMAD4*, *TEAD4* and *CDX2*
30	0 (0.0)	0 (0.0)	1 (3.3)	5 (16.7)	1 (3.3)	1 (3.3)	15 (50.0)	7 (23.3)

### Disrupting genes by introducing premature stop codon with cytosine base editors in bovine embryos

Cytosine base editors can introduce premature stop codons to inactivate genes by precisely converting four codons into stop codons [14,15]. We next tested the feasibility of disrupting a gene in bovine early embryos. To maximize the editing efficiency, we designed and co-injected 2 sgRNAs targeting *OCT4* (Fig 1A). Results show that the edited efficiency of sgRNA1 is 25.92% and the one of sgRNA2 reaches 74.07% (Fig 1B and 1C). Overall, premature stop codons were successfully introduced in 77.8% (21 out of 27) embryos. As a side-by-side experiment, immunostaining analysis confirms that OCT4 can be efficiently deleted in all blastomeres in D8.5 blastocysts (Fig 1D and 1E). Next, we tested if *OCT4*-null embryos generated here recapitulated the phenotype of *OCT4* KO embryos produced via somatic cell nuclear transfer as reported previously [6]. Similarly, NANOG is barely detectable in absence of OCT4 in D8.5 blastocysts (Fig 1D and 1F). The developmental potential to form blastocysts is greatly inhibited in *OCT4* KO groups (Fig 1G and 1H). Moreover, there is no significant difference in the signal intensity of SOX2 for SOX2 positive cells between control and *OCT4* KO groups. However, SOX2 is sustained in the TE cells, which could be attributed to the developmental delay of D8.5 *OCT4* KO blastocysts (Fig 1I and 1J). Thus, we establish a powerful and reliable system to accomplish efficient base editing in bovine embryos, which will facilitate studies of gene functions in bovine embryos.

**Fig 1:**
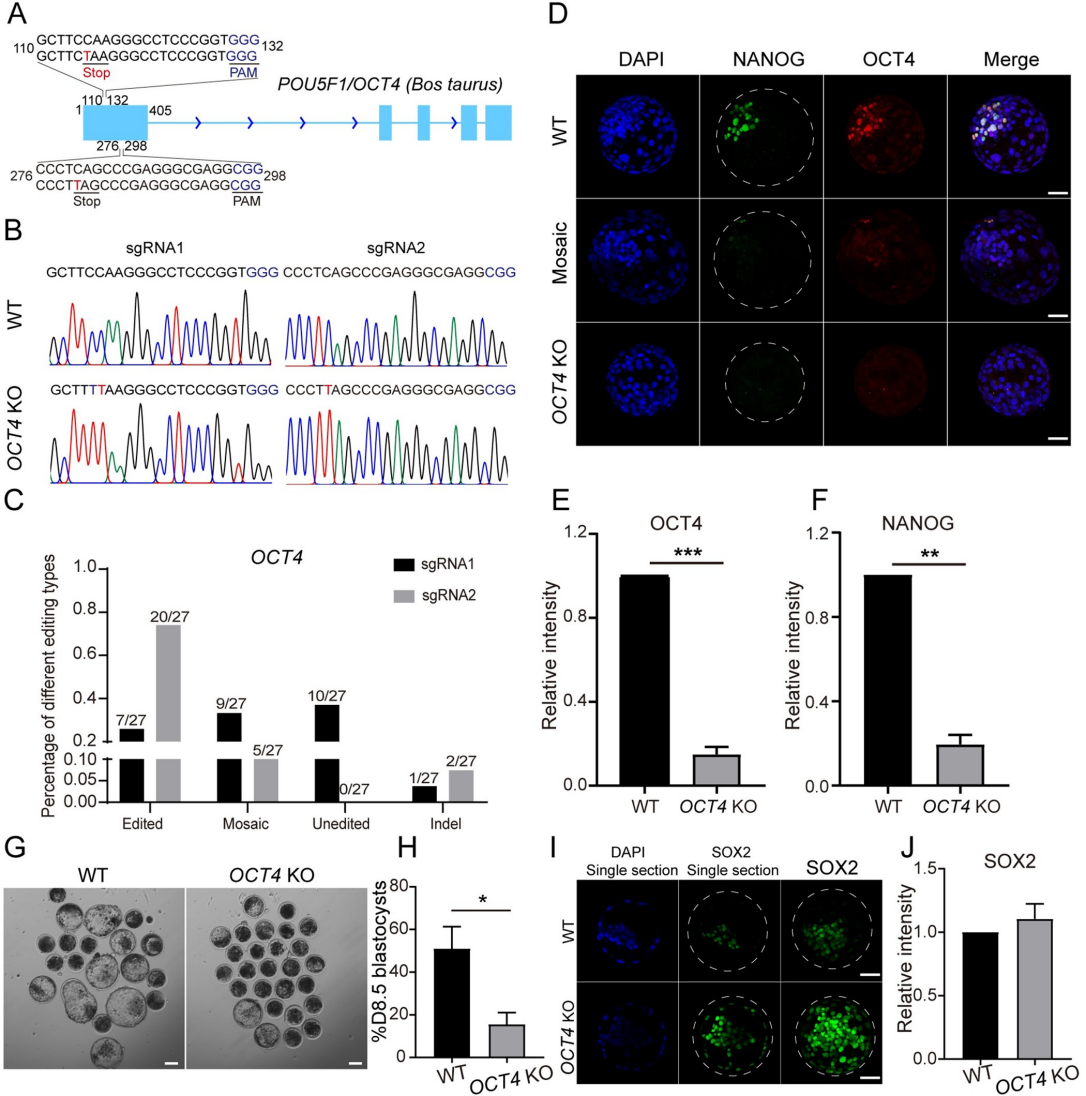
Effects of *OCT4* knockout on bovine early embryonic development. A. Two sgRNAs designed to target *OCT4*. The red letters represent potential editing sites. The blue letters represent PAM sequences. B. Representative Sanger sequencing results. The red letters represent editing sites. C. Editing types of *OCT4* sgRNA1 and sgRNA2 (27 embryos were analyzed). D-F. Immunostaining detection of OCT4 and NANOG in D8.5 WT and *OCT4* KO groups (Two replicates of 4–6 blastocysts per group). Green: NANOG; Red: OCT4. Scale bar = 50 μm. G and H: *OCT4* KO results in the decrease of blastocyst rate at D8.5 (Three replicates of 20–25 embryos per group). Scale bar = 100 μm. I and J. Immunostaining analysis of SOX2 expression and distribution in D8.5 blastocysts (Two replicates of 4–6 blastocysts per group). Green: SOX2; Red: OCT4. Scale bar = 50 μm.

### Expression pattern of SOX2 protein in bovine early embryos

To functionally characterize SOX2 in bovine embryos, we first determine its expression pattern in detail in bovine embryos. SOX2 was first found at the 8-cell stage and continued to be expressed thereafter (Fig 2A). In contrast to mouse embryos, SOX2 was not detected during oocyte maturation and early development to the four-cell stage (Fig 2A). It is noteworthy that SOX2 gradually accumulates in the ICM cells along with blastocyst expansion. Specifically, SOX2 was evenly distributed in both TE and ICM in D7.5 early blastocysts. Then, SOX2 was lost in subsets of TE cells in D7.5 middle blastocysts and eventually restricted into ICM in D8.5 late blastocysts (Fig 2B), which is consistent with previous research [10]. Quantitative results show SOX2 level in TE is gradually diminished relative to the one in ICM when the blastocyst is expanding (Fig 2C and 2D). Altogether, these data indicate that SOX2 displays a different expression pattern in bovine embryos, suggesting species-specific differences in the regulatory mechanism of pluripotency.

**Fig 2:**
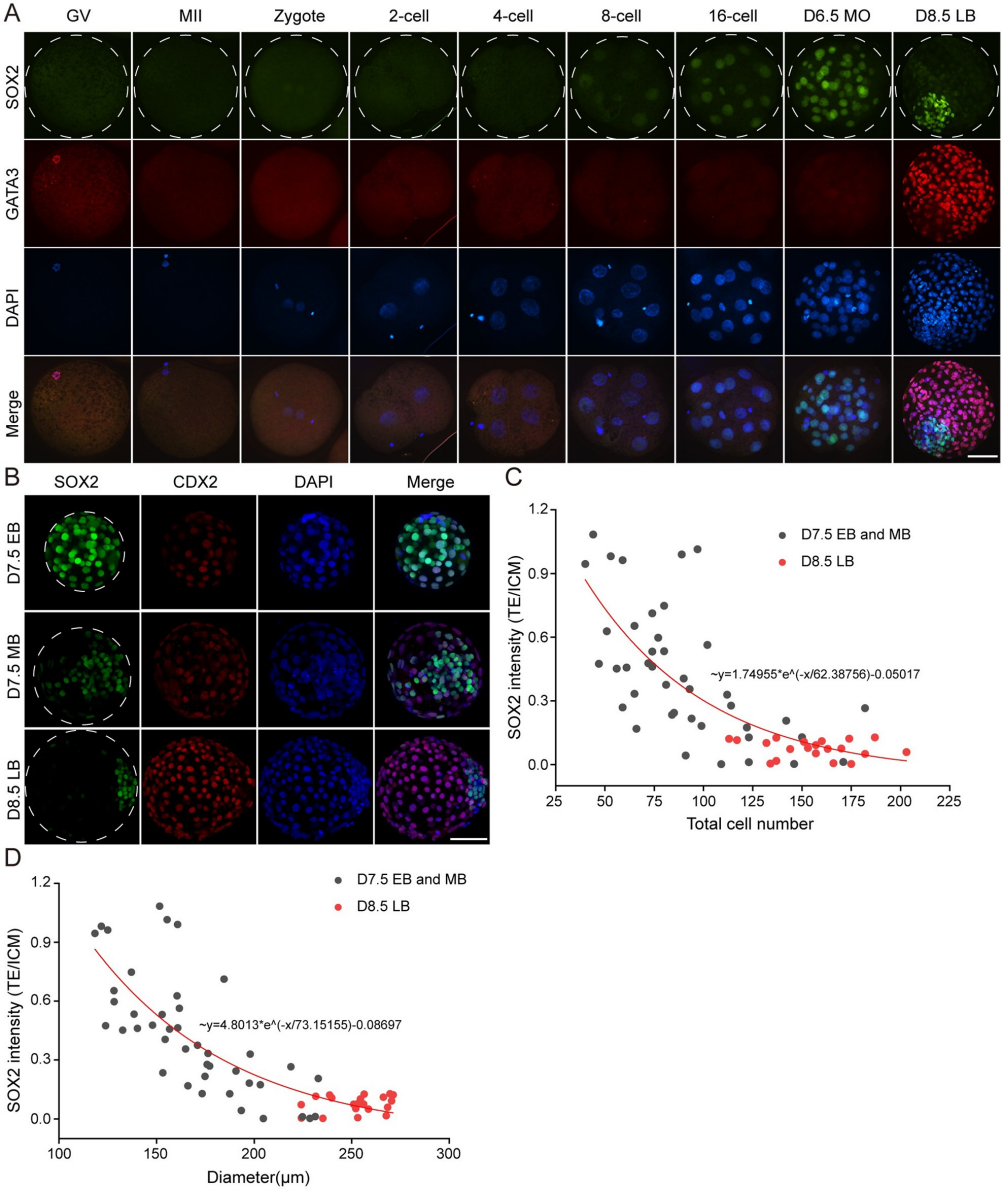
Dynamic expression pattern of SOX2 during bovine early embryonic development. A. Immunofluorescence detection of SOX2 and GATA3 during oocyte maturation and embryonic development. Green: SOX2 protein; Red: GATA3 protein; Blue: DAPI (Nuclei). The experiment was independently replicated two times with at least 10 oocytes or embryos per stage analyzed. Scale bar = 50 μm. GV: germinal vesicle, MII: metaphase II, D6.5 MO: D6.5 morula, D8.5 LB: D8.5 late blastocysts. B. Immunofluorescence analysis of SOX2 protein along with blastocyst expansion. Green: SOX2; Red: CDX2; Scale bar = 50 μm. D7.5 EB: D7.5 early blastocyst, D7.5 MB: D7.5 middle blastocyst, D8.5 LB: D8.5 late blastocyst. C and D: The correlation between SOX2 intensity (TE/ICM) and total cell number or diameter. Note: the red bullets represent D8.5 late blastocysts.

### Effects of SOX2 KO on the bovine early embryonic development

We then sought to explore the functional role of SOX2 by disrupting its expression by using BE3 (Fig 3A and 3B). Genotyping results show that sgRNA2 and 3 are more efficient than sgRNA1 in editing SOX2 (Fig 3C and 3D). Overall, premature stop codon was successfully installed at SOX2 in 87.1% (101 out of 116) bovine blastocysts when these three sgRNAs were co-injected. Immunostaining results further confirm that SOX2 signal was drastically diminished in these corresponding blastocysts and only 9 (out of 116) embryos display mosaicism (Fig 3E).

**Fig 3:**
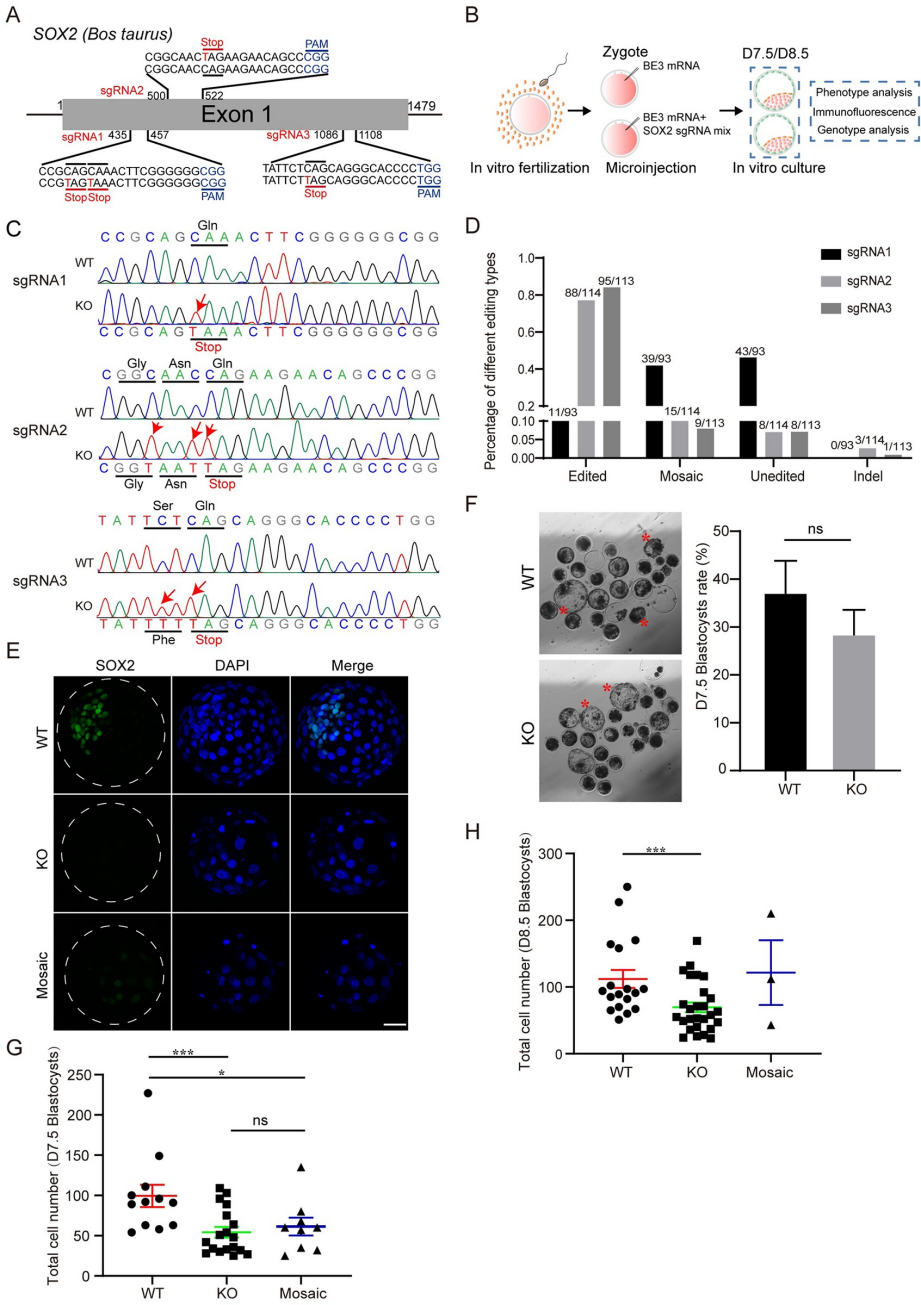
Effects of *SOX2* knockout on bovine early embryonic development. A. sgRNAs used to target *SOX2*. Red lines represent the position of introduced premature stop codon. B. Experimental design to explore the effects of *SOX2* KO on bovine early embryonic development. C. Representative genotyping results for three distinct sgRNAs. WT: wild-type; KO: putative *SOX2* knockout embryos. Red arrows denote successful C: T conversion. D. Statistical analysis of editing efficiency for each sgRNA. The target sequence of sgRNA1, sgRNA2 and sgRNA3 were analyzed in 93, 113 and 114 embryos, respectively. E. Immunostaining validation for *SOX2* KO at D7.5 blastocyst (BL) stages (Three replicates of 3–5 embryos were analyzed per group). Scale bar = 50 μm. F. Blastocyst formation rate of bovine embryos after *SOX2* KO. The rate of blastocysts at D7.5 was recorded with no significant difference found between WT and KO groups (Five independent replicates of 20–25 embryos per group). Red asterisks represent hatching blastocysts. Scale bar = 100 μm. G and H: Statistical analysis of total cell numbers at D7.5 (G) and D8.5 (H). Asterisks refer to significant differences (*:P < 0.05; **:P <0.05; ***: P<0.001).

In vitro culture of embryos reveals no significant difference in the capability to become blastocysts between *SOX2* KO and WT groups (Fig 3F). Interestingly, the total cell number per blastocyst was significantly reduced at both D7.5 and D8.5 (Fig 3G and 3H). Overall, SOX2 is not required for blastocyst formation in cattle.

### *SOX2* knockout disrupts the network of pluripotent genes in bovine blastocysts

To determine the molecular consequence of *SOX2* KO, RNA-seq of single early blastocysts was performed at D7.5. 

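The experiment covered 5 WT and 5 *SOX2* KO early blastocysts, each sequenced as a single embryo. WT embryos received mRNA of the cytosine base editor BE3 without sgRNA, and *SOX2* KO embryos received the same mRNA with sgRNAs that place premature stop codons in *SOX2*. The paper gives the day of collection as D7.5, and the sample labels give day 7.0. Smart-seq2 captures polyadenylated RNA with an oligo(dT) primer and amplifies its cDNA by PCR without molecular identifiers, so copies of one molecule are counted as separate reads. The authors mapped paired-end 150 bp reads to ARS-UCD1.2, counted them per gene with featureCounts and divided the counts of each embryo by its DESeq2 size factor. The resulting table holds normalized read counts of 20112 genes, none with fewer than 11 reads over the 10 embryos. All 201120 values (100%) are whole multiples of 1 step per embryo, and the reads behind them were recovered from these steps. The 5 WT embryos had 4342477, 2223670, 3248575, 4538413 and 5134855 reads on genes, with a median of 4342477. The 5 *SOX2* KO embryos had 2925288, 2578284, 3126539, 4337342 and 3493236 reads, with a median of 3126539. The difference between the group means was within the spread between embryos (two-sided exact permutation test, p = 0.349). The 18S ribosomal RNA gene *RN18S1* alone took 26.4% to 37.0% of the reads in WT and 32.5% to 45.0% in *SOX2* KO embryos (exact permutation p = 0.0635). None of the 45 pairs of embryos had identical reads.

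Differential expression was tested with limma on log2(normalized read count + 1) at the thresholds of the paper, over the 20056 genes with a mean of at least 1. A fold change on this scale understates the change of genes with few reads. Genes are given by the symbols of the authors' table. *SOX2* itself had normalized read counts of 56.5, 93.4, 83.5, 73.0 and 84.4 in the WT embryos and of 39.0, 26.4, 64.0, 82.1 and 71.5 in the *SOX2* KO embryos. Its log2 fold change was -0.55 (standard error 0.27, limma adjusted p = 0.167), and the 2 groups overlapped. Read counts per gene do not show the edited bases, so the genotype of each embryo rests on the sequencing of its cDNA reported by the authors.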

The samples are morphological indifferent upon collection to avoid bias (Figs 4A, S4A and S4B). A partial cDNA library from each blastocyst was used for genotyping (Fig 4A and S4C). 

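The transcriptomes of the 10 embryos were compared by principal components of log2(normalized read count + 1) over the 500 genes with the highest variance, centred and not scaled. PC1 held 56.5% of the variance and PC2 12.7%. On PC1, the WT embryos lay between -37.8 and -9.28 and the *SOX2* KO embryos between -0.742 and 45.7. The gap between the groups was thus smaller than the spread within either of them. The difference between the group means was 0.607 of the whole range of PC1 (two-sided exact permutation test, p = 0.00794, the smallest p that 5 embryos against 5 allow). PC2 did not separate the groups (exact permutation p = 0.341). With quantile normalization, the difference on PC1 was 0.680 of the range, and with each embryo left out in turn it stayed between 0.570 and 0.691. The mean Pearson correlation over all tested genes was 0.948 between WT embryos, 0.924 between *SOX2* KO embryos and 0.911 between embryos of different groups. Correlation within groups exceeded that between groups by 0.0251 on average (one-sided exact permutation test, p = 0.00794). Single pairs from different groups reached 0.944, above the highest pair of *SOX2* KO embryos at 0.935.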

Principal component analysis (PCA) reveals that WT and D7.5 *SOX2* KO blastocysts formed two distinguished clusters (S4D Fig). Results also show that the transcriptome of D7.5 SOX2 KO blastocysts cluster together with D7.5 WT blastocysts rather than D6 WT morula (GSE158679; S4E and S4F Fig). There is a total of 2074 differentially expressed genes (DEGs, Threshold: Fold changes (FC) > = 2 or < = 0.5, False Discovery Rate (FDR) adjusted P-value < = 0.05), among which 88.53% were remarkably upregulated in *SOX2* KO groups (Fig 4B and 4C).

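At the same thresholds, limma called 2024 DEGs, of which 1792 were higher and 232 lower in *SOX2* KO embryos. The higher genes made up 88.5% of the calls (95% Wilson interval 87.1% to 89.9%). DESeq2, the tool of the paper, run on the recovered reads called 2074 DEGs, 1836 higher and 238 lower, and 1744 genes were called in the same direction by both tools. Quantile normalization moved the share most, to 58.5% higher of 1076 calls. The share differed with the level of expression. Among the 8722 genes with a mean under 10, 1229 were called higher and 17 lower. Among the 6786 genes with a mean of 10 to under 100, 459 were called higher and 154 lower. Among the 4548 genes with a mean of at least 100, 104 were called higher and 61 lower, which is 63.0% higher (95% Wilson interval 55.4% to 70.0%). Both intervals take the called genes as independent, while genes vary together across embryos, so they are too narrow. The median gene called higher had a mean of 1.10 in WT and 9.17 in *SOX2* KO, and the median gene called lower had a mean of 64.0 in WT and 22.8 in *SOX2* KO. At least 1 read was detected for 16998 ± 919 genes (SD, n = 5) in WT and 18902 ± 825 genes (SD, n = 5) in *SOX2* KO embryos (two-sided exact permutation test, p = 0.0159). After the reads of every embryo were thinned to the 2223670 of the smallest library, the numbers were 16129 ± 831 (SD, n = 5) and 18315 ± 1112 (SD, n = 5; exact permutation p = 0.0159). Over all tested genes, the median log2 fold change was 0.25.

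**Figure D1:**
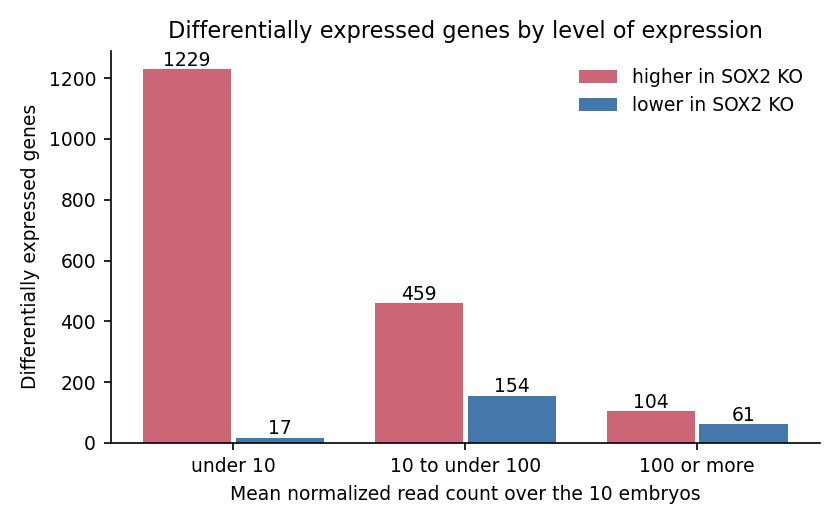
Number of differentially expressed genes (vertical axis) by mean normalized read count over the 10 embryos (horizontal axis), for genes higher in *SOX2* KO (red bars) and lower in *SOX2* KO (blue bars), called with limma at an adjusted p of at most 0.05 and a fold change of at least 2 or at most 0.5. Higher genes outnumber lower genes 1229 to 17 at the lowest level and 104 to 61 at the highest.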

**Fig 4:**
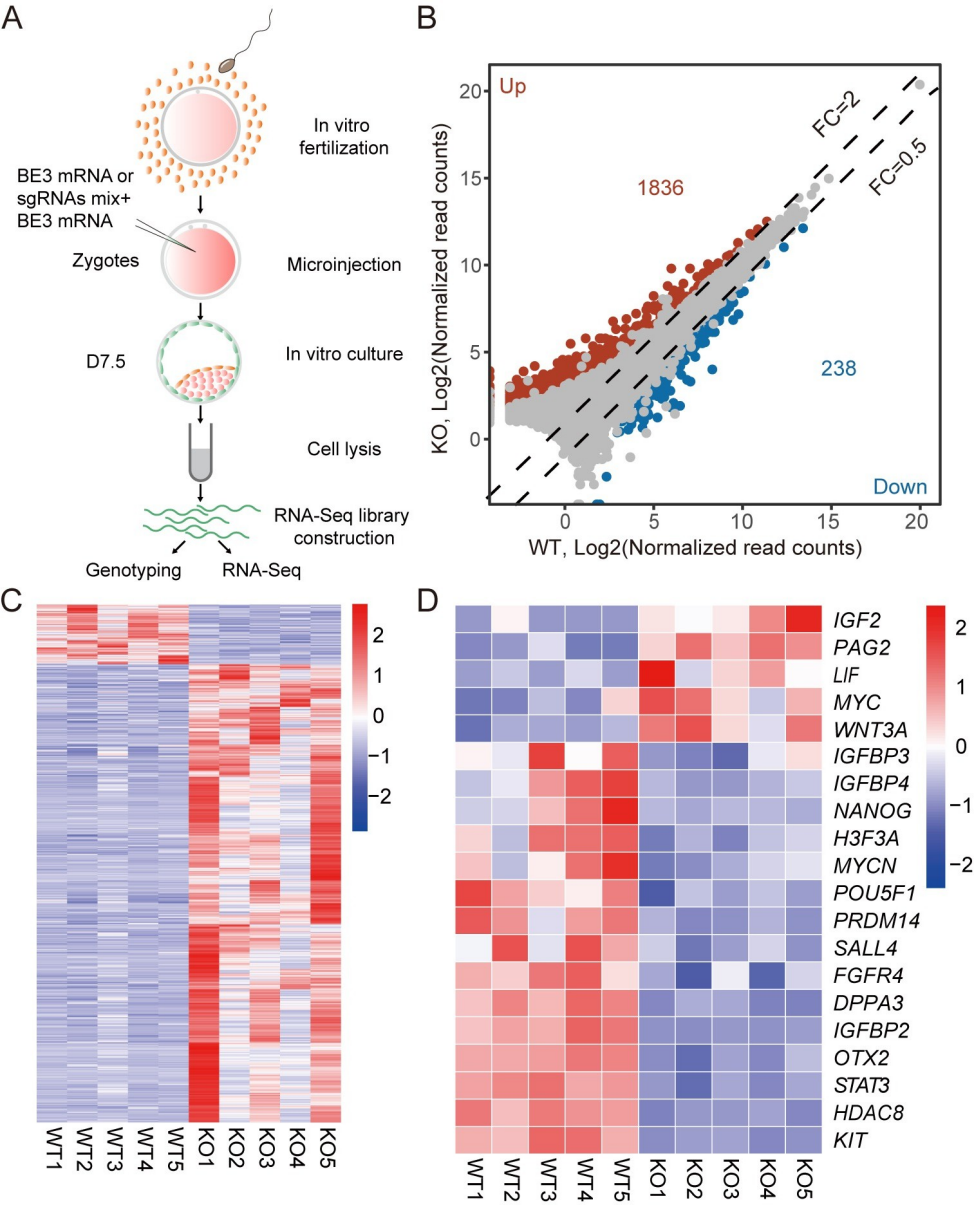
*SOX2* knockout disrupts the network of pluripotency genes in bovine blastocysts. A. Experimental scheme of single D7.5 early blastocyst RNA-seq in WT and *SOX2* KO groups. B. Volcano plot depicting differentially expressed genes, among which 1836 are upregulated and 238 are downregulated (Fold Change> = 2 or < = 0.5; Padj< = 0.05). C. Heat map showing all differentially expressed genes between WT and *SOX2* KO groups. D. Heat map showing differential expression of genes involved in the regulation of pluripotency between WT and *SOX2* KO group.

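The embryos of the *SOX2* KO group differed among themselves in the genes that rose. Averaged over the 1792 genes called higher, log2(normalized read count + 1) lay between 1.44 and 2.07 in the WT embryos. In the *SOX2* KO embryos listed as ko1 to ko5 it was 4.30, 3.36, 3.66, 2.94 and 4.10. Over the 232 genes called lower, the mean was 5.94 to 6.34 in WT and 4.31 to 4.68 in *SOX2* KO embryos, a narrower spread. These genes were selected for a difference between the groups that is large against the spread within them, so neither is free of the selection. The higher and the lower genes also differ in their level of reads, so their spreads are not directly comparable. Without ko5 the number of calls was 947, and without ko4 it was 3324. Of the genes called higher, 955 (53.3%) had no overlap between the groups, and of those called lower, 158 (68.1%). Among all tested genes, 1840 (9.17%) had no overlap, where chance gives 0.794%.

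Among called genes without overlap and with a mean of at least 50 in the higher group, the largest fall was that of *FLRT3*, from 89.4 ± 48.0 (SD, n = 5) in WT to 3.76 ± 4.80 (SD, n = 5) in *SOX2* KO, a log2 fold change of -4.69 (standard error 0.56, limma adjusted p = 4.01e-05). The next were *LOC616039*, *FOLR3*, *CLDN10* and *NANOG*, with log2 fold changes of -4.02, -3.90, -3.72 and -3.70. The largest rise was that of *HSD3B1*, from 63.7 ± 51.7 (SD, n = 5) to 899 ± 407 (SD, n = 5), a log2 fold change of 4.04 (standard error 0.46, limma adjusted p = 1.80e-05). It was followed by *MUC19* (3.85), *LOC789126* (3.84), *LOC789503* (3.68) and *QSOX1* (3.40). All 10 genes stayed past both thresholds with each embryo left out in turn. With the share of *RN18S1* reads as a covariate, the adjusted p of *MUC19*, *LOC789126* and *NANOG* rose to 0.0796, 0.0854 and 0.0917.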

Gene ontology (GO) analysis reveals that the top GO terms enriched in DEGs include membrane depolarization during an action potential, cell adhesion, integral component of plasma membrane, calcium ion binding. 

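Gene Ontology annotation was not used here, and gene families named by symbol were counted among the genes called higher in their place. The tested genes included 14 of voltage-gated sodium channels, 22 of voltage-gated calcium channels, 65 of potassium channels and 44 of cadherins and protocadherins, which mediate calcium-dependent cell adhesion. In *SOX2* KO embryos, 2, 5, 11 and 9 of them were called higher and 0 were called lower. Over the 4 families together, 27 of 145 genes (18.6%) were called higher, against 1357 of the 15662 other genes with a symbol (8.66%), an odds ratio of 2.41 (two-sided Fisher's exact test, p = 0.000158). Taken singly, no family passed after Benjamini-Hochberg adjustment over the 4 tests, with Fisher's exact p from 0.0126 to 0.350 and adjusted p from 0.0505 to 0.350. Most members had few reads, with a median of their mean normalized read counts of 4.41 against 34.3 for the other genes. Against the 6801 other genes with a mean up to 22.8, the 90th percentile of the families, the odds ratio was 1.31 (Fisher's exact p = 0.221). Among genes with a mean of at least 10 it was 5.40 (Fisher's exact p = 0.000760). Fisher's test takes genes as independent, while genes vary together across embryos, so these p-values are too small. The calcium channel genes called higher were *CACNA1A*, *CACNA1E*, *CACNA1F*, *CACNB3* and *CACNB4*, and the sodium channel genes were *SCN4A* and *SCN7A*.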

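Each of the 20 genes of the heat map of pluripotency regulators changed in the direction shown there, with a limma adjusted p of at most 0.05, also when adjusted over the 20 genes alone. The list is the paper's own selection from these embryos. Of the 20 genes, 15 also passed the threshold on the fold change. *PAG2* rose from 89.2 ± 55.1 (SD, n = 5) normalized read counts in WT to 357 ± 65.8 (SD, n = 5) in *SOX2* KO embryos, a log2 fold change of 2.14 (standard error 0.26, limma adjusted p = 5.44e-05). It belongs to a family of similar genes whose reads the counting could have split. *MYC* rose from 11.5 ± 10.9 to 34.9 ± 14.1 (SD, n = 5 each), with overlapping groups and a limma adjusted p of 0.0206. *IGF2*, *LIF* and *WNT3A* had at most 3 reads in any WT embryo, and at most 8 in any *SOX2* KO embryo. Set against a floor of 3 reads in each WT embryo, their *SOX2* KO means were 1.76-fold, 1.48-fold and 2.74-fold higher (limma adjusted p without the floor = 0.0223, 0.0447 and 0.0309). The groups overlapped for *IGF2* and *LIF* and not for *WNT3A*. The lowest *SOX2* KO embryo had 2, 1 and 3 reads of these genes, so the folds are not lower bounds. With edgeR on the recovered reads, their adjusted p were 0.0654, 0.0535 and 0.0506, and with DESeq2 they were 0.0560, 0.0448 and 0.0295.

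Among the genes that fell, *STAT3* went from 221 ± 16.4 to 76.4 ± 16.7 (SD, n = 5 each), *HDAC8* from 413 ± 44.0 to 111 ± 20.7 and *PRDM14* from 63.1 ± 16.7 to 20.9 ± 4.46. Their log2 fold changes were -1.54, -1.90 and -1.53 with limma adjusted p of 3.13e-05, 8.40e-07 and 0.00168, and no WT embryo overlapped a *SOX2* KO embryo. *IGFBP4* fell from 26.4 ± 16.1 to 4.09 ± 3.03 (SD, n = 5 each; limma adjusted p = 0.0104), with overlapping groups. *IGFBP3*, *SALL4* and *FGFR4* fell by less than the threshold on the fold change, with log2 fold changes of -0.92, -0.63 and -0.62 (limma adjusted p = 0.0378, 0.0257 and 0.0250). *H3F3A* likewise had -0.58 (limma adjusted p = 0.0301). For these 4 genes the adjusted p was above 0.05 in 6, 4, 6 and 7 of the 10 fits that left out 1 embryo. *IGFBP2*, *OTX2*, *KIT*, *DPPA3* and *MYCN* had log2 fold changes of -2.28, -2.31, -2.28, -1.64 and -1.16. The calls of *IGF2*, *LIF* and *WNT3A* were each lost in 6 of the 10 fits that left out 1 embryo, and those of *MYCN* and *MYC* each in 3. With the share of *RN18S1* reads as a covariate in limma, 9 of the 20 genes kept an adjusted p of at most 0.05. The adjusted p of *MYC*, *IGFBP4* and *MYCN* was then 0.108, 0.112 and 0.184.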

Interestingly, we found that a number of overrepresented genes are involved in the regulation of the pluripotency, including up-regulated *IGF2*, *PAG2*, *LIF*, *MYC*, *WNT3A*, and down-regulated *IGFBP3*, *IGFBP4*, *PRDM14*, *SALL4*, *FGFR4*, *STAT3*, *HDAC8* (Fig 4D). Surprisingly, *NANOG* and *OCT4* were both sharply downregulated in D7.5 *SOX2* KO blastocysts. 

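*NANOG* had normalized read counts of 17.6, 101, 17.9, 148 and 64.9 in the 5 WT embryos and of 6.68, 0, 5.81, 7.39 and 1.15 in the 5 *SOX2* KO embryos. The means were 69.8 ± 55.8 (SD, n = 5) and 4.21 ± 3.39 (SD, n = 5), with a standard error of 0.64 on the log2 fold change (limma adjusted p = 0.00127). These values rest on 409 reads in WT and 21 reads in *SOX2* KO embryos. DESeq2 on the recovered reads gave a log2 fold change of -4.02 (adjusted p = 0.000161), and a pseudocount of 5 gave -2.71. *POU5F1*, which encodes OCT4, had 1212 ± 188 (SD, n = 5) in WT and 723 ± 118 (SD, n = 5) in *SOX2* KO embryos. Every WT embryo, from 998 to 1481, was above every *SOX2* KO embryo, from 533 to 823. Its log2 fold change was -0.75 (standard error 0.16, limma adjusted p = 0.00631), that is 0.595 of the WT level, which passes the threshold on the adjusted p and not that on the fold change. Across the 10 fits that each left out 1 embryo, the log2 fold change of *POU5F1* stayed between -0.82 and -0.64 and that of *NANOG* between -4.07 and -3.21.

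**Figure D2:**
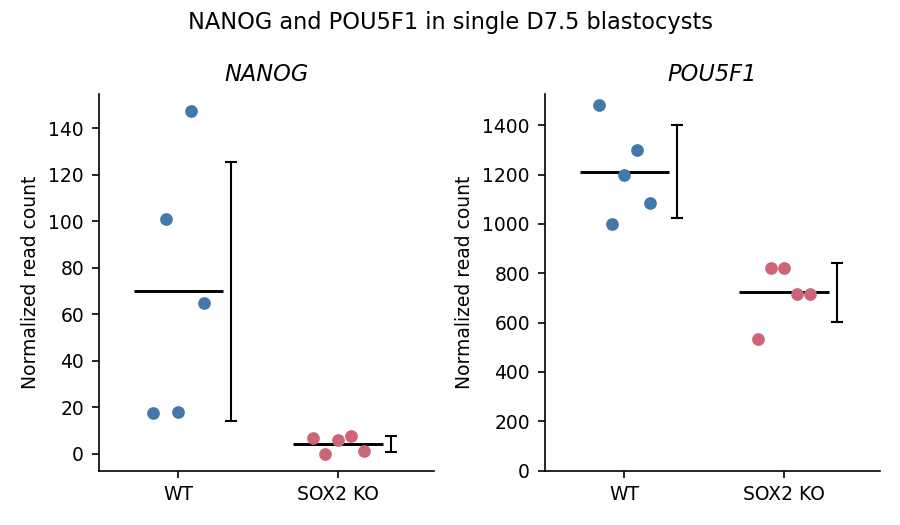
Normalized read counts (vertical axes, linear scale) of *NANOG* and *POU5F1* in single WT (blue) and *SOX2* KO (red) blastocysts. Each point is 1 embryo, the horizontal line is the mean and the bar beside it the SD (n = 5 per group). The points of the 2 groups do not overlap for either gene, and *NANOG* varies among WT embryos from 17.6 to 148.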

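A list of 19 epiblast and pluripotency genes other than *SOX2*, fixed before the data were examined, was averaged in each embryo as log2(normalized read count + 1). The 16 genes of the list that were tested had a mean of 6.90 ± 0.21 (SD, n = 5) in WT and 5.95 ± 0.17 (SD, n = 5) in *SOX2* KO embryos, a difference of -0.95 (two-sided exact permutation test, p = 0.00794, and 0.0119 after Benjamini-Hochberg adjustment over 3 marker lists). Of the 16 genes, 14 were lower in *SOX2* KO and 6 of these were called, among them *KLF17* (-1.71) and *ZFP42* (-1.04), while 0 were called higher. *KLF17* and *ZFP42* had overlapping groups and kept their calls in 6 and 7 of the 10 fits that left out 1 embryo. With DESeq2 on the recovered reads, *ZFP42* fell by less than the threshold on the fold change (-0.97). The list shares 6 genes with Fig 4D, which the paper selected in these same embryos, and they supply 4 of the 6 calls. Over the 10 other genes, a subset taken after the values were seen, the difference was -0.47, with 6.32 ± 0.19 (SD, n = 5) in WT and 5.85 ± 0.33 (SD, n = 5) in *SOX2* KO embryos (two-sided exact permutation test, p = 0.0476). *ESRRB*, *DNMT3B* and *UTF1* had log2 fold changes of 0.06, -0.07 and -0.16 (limma adjusted p = 0.861, 0.851 and 0.673). The 12 tested genes of a primitive endoderm list had a mean of 6.32 ± 0.21 (SD, n = 5) in WT and 6.20 ± 0.39 (SD, n = 5) in *SOX2* KO embryos, which did not differ (exact permutation p = 0.571). The 14 genes of a trophectoderm list had 7.35 ± 0.20 (SD, n = 5) and 7.82 ± 0.23 (SD, n = 5; exact permutation p = 0.00794, adjusted 0.0119). Of these 14 genes, 13 were higher and 1 was called, *FURIN*. The difference on the list was 0.47, where the median log2 fold change of all tested genes was itself 0.25. That difference no longer passed with a pseudocount of 0.1 (exact permutation p = 0.0714) or with quantile normalization (exact permutation p = 0.0635). These values are of whole blastocysts, so they do not separate a change in each cell from a change in the numbers of cells of each lineage. The paper counted fewer cells of the inner cell mass in *SOX2* KO blastocysts at a later stage. From the changes of its pluripotency genes, the paper proposes a part for SOX2 in the expression of that network. Its immunostaining also showed less OCT4 and NANOG protein in *SOX2* KO embryos.

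**Figure D3:**
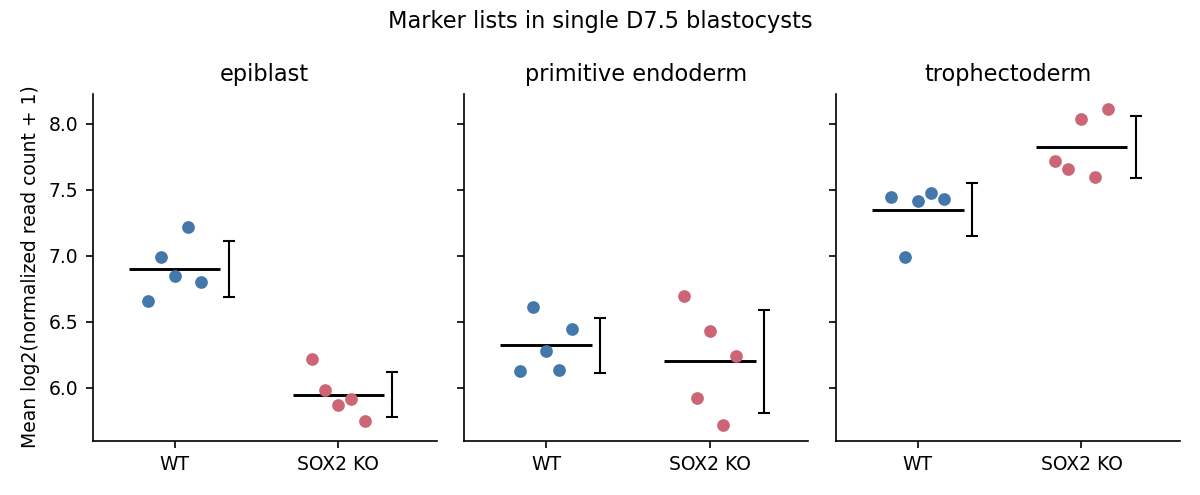
Mean log2(normalized read count + 1) over the epiblast, primitive endoderm and trophectoderm lists (vertical axis, shared, not starting at 0) in single WT (blue) and *SOX2* KO (red) blastocysts. Each point is 1 embryo, the horizontal line is the mean and the bar beside it the SD (n = 5 per group). The epiblast list lies lower in every *SOX2* KO embryo than in any WT embryo, the trophectoderm list lies higher, and the primitive endoderm list overlaps.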

In sum, these data suggest SOX2 plays a critical role in maintaining gene expression of the pluripotency network.

### SOX2 is indispensable for NANOG and OCT4 expression in the ICM of bovine blastocysts

We then hypothesized that SOX2 is required for OCT4 and NANOG expression in bovine blastocysts. As reported previously, we confirmed that OCT4 is evenly localized in the ICM and TE at D7.5 early and middle blastocyst stage but gradually restricted into the ICM at D8.5 late blastocyst stage in cattle (S5A and S5B Fig).

Results show that the TE cell number (CDX2 positive) was not obviously changed while the number of ICM cells (CDX2 negative) was decreased dramatically in D8.5 *SOX2* KO blastocysts (Fig 5A). Remarkably, the intensity of OCT4 decreased significantly in both D7.5 and D8.5 *SOX2* KO blastocysts (Fig 5B). NANOG was first detected in D6.5 morula and distributed in both TE and ICM of D7.5 blastocysts and then fast aggregated into the EPI in D8.5 late blastocysts (S5B Fig). Intriguingly, NANOG was barely seen in both D7.5 and D8.5 *SOX2* KO blastocysts (Fig 5C). To determine if SOX2 KO affect NANOG and OCT4 at earlier stage prior to blastocyst formation, we performed IF analysis on D6.5 and found OCT4 and NANOG signal intentsity were both reduced in SOX2 KO embryos (S5C and S5D Fig). These results collectively suggest that SOX2 is required for maintaining the correct expression profile of NANOG and OCT4 in bovine blastocysts.

**Fig 5:**
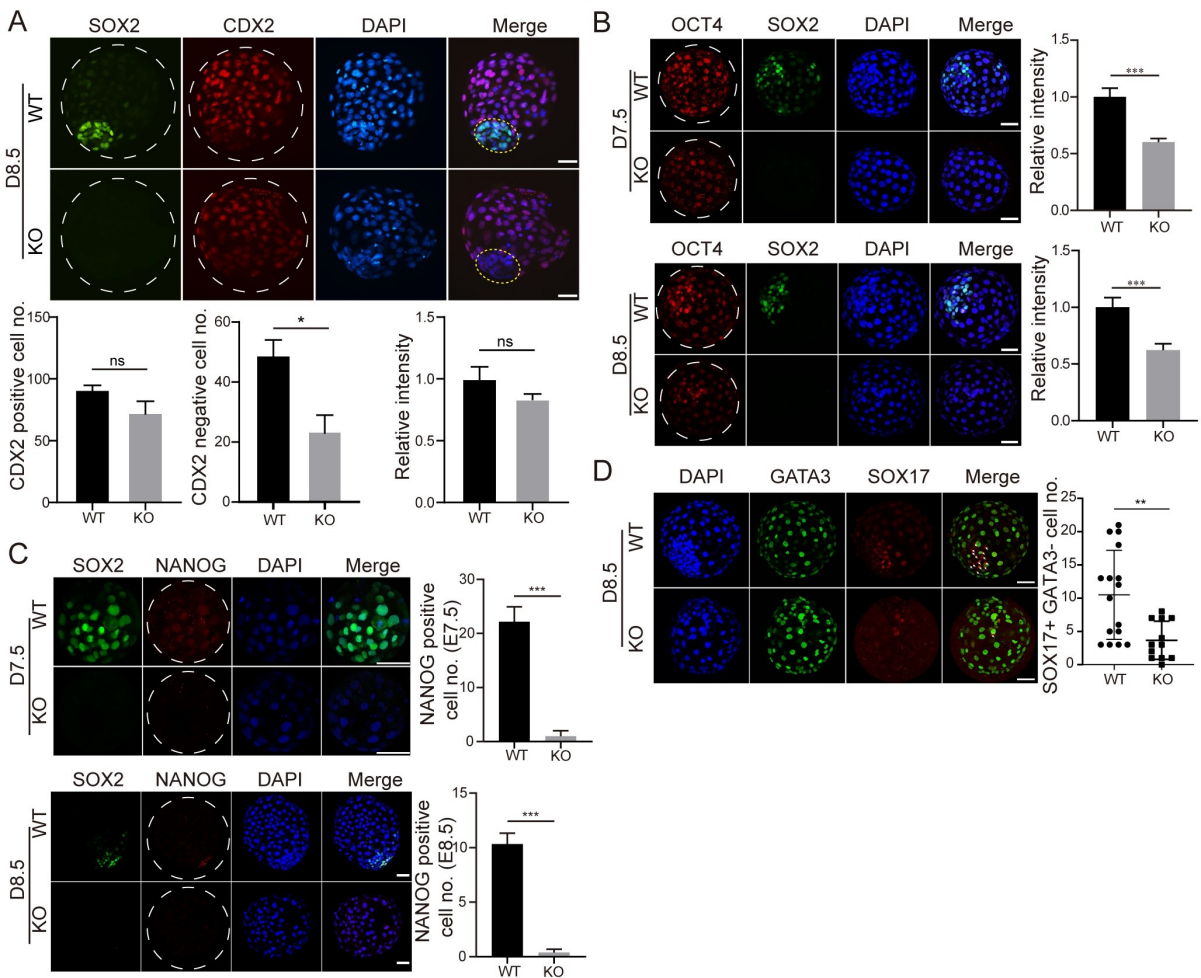
SOX2 is indispensable for NANOG and OCT4 expression in the ICM of bovine blastocysts. A. Immunostaining analysis of CDX2, a marker of trophectoderm (TE), in WT and *SOX2* KO blastocysts at D8.5. Bottom: Total cell counting analysis of TE cells (CDX2^+^) in WT and *SOX2* KO blastocysts (Three replicates of 6–8 blastocysts per group were analyzed). B. Immunostaining analysis of OCT4, a pluripotency marker, in WT and *SOX2* KO blastocysts at D7.5 and D8.5 (Two independent replicates of 12–17 embryos per group were analyzed at D7.5 and D8.5, respectively). C. Immunostaining analysis of NANOG, an epiblast marker, in WT and *SOX2* KO blastocysts at D7.5 and D8.5 (Two independent replicates of 13–14 embryos per group were analyzed at D7.5 and D8.5, respectively). D: Immunostaining analysis of GATA3 (a marker for trophectoderm) and SOX17 (a marker for primitive endoderm) in WT and *SOX2* KO blastocysts (Two independent replicates of 6–9 embryos per group were analyzed at D8.5, respectively). Asterisks refer to significant differences (*:P < 0.05; **:P <0.05; ***: P<0.001). Scale bar = 50 μm.

To further determine if *SOX2* KO affects the specification of the PE, we performed immunostaining against SOX17, an established marker of the PE, and found the number of SOX17 positive cells was greatly reduced in D8.5 *SOX2* KO blastocysts (Fig 5D), suggesting a compromised formation of the PE.

### CDX2 is required for the restricted expression of SOX2 in the ICM of bovine late blastocysts

We next asked if CDX2 was involved in the gradual disappearance of SOX2 in the TE. Both genotyping and immunostaining results indicate CDX2 is completely knocked out of 82.9% of embryos (58 out of 70; S6A–S6D Fig). No difference was found in the developmental potential to arrive blastocyst stage in *CDX2* KO groups (S6E Fig). Immunostaining analysis reveals that SOX2 signal is sustained in the TE of D8.5 *CDX2* KO blastocysts (Fig 6A and 6B). To further test the specificity of the role of CDX2 in repressing SOX2 expression during bovine embryonic development, we microinjected base editing components into one blastomere at 2-cell stage (Fig 6C). Immunostaining and confocal microscopy analysis indicates that SOX2 signal of CDX2 negative cells is obviously brighter than those of CDX2 positive cells in the TE of D8.5 mosaic blastocysts (Fig 6D and 6E), further consolidating the conclusion that CDX2 is required to diminish SOX2 in the TE of bovine blastocysts.

**Fig 6:**
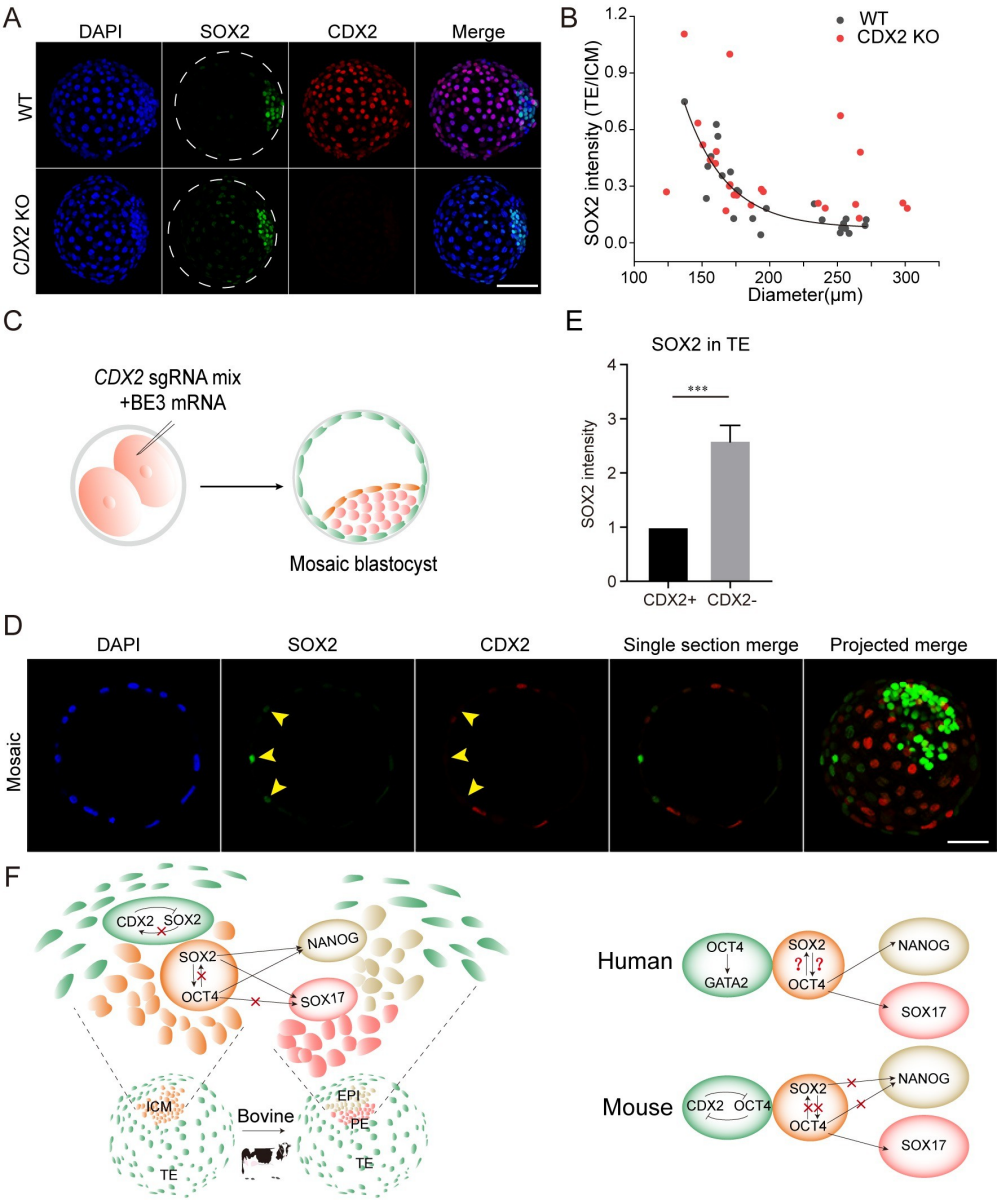
CDX2 is required for the restricted expression of SOX2 in the ICM of bovine late blastocysts. A. Immunostaining analysis of SOX2 in trophectoderm (TE) between WT and *CDX2* KO blastocysts. Scale bar = 50 μm. Seven replicates of 4–8 blastocysts per group. B: The correlation between SOX2 intensity (TE/ICM) and diameter in WT and *CDX2* KO blastocysts. C. Experimental scheme to produce CDX2 mosaic bovine blastocysts. D. Immunostaining analysis of SOX2 levels in CDX2^-^ TE cells relative to CDX2^+^ TE cells. Green: SOX2; Red: CDX2; Scale bar = 50 μm. E. Statistical analysis of SOX2 intensity in CDX2^-^ TE cells relative to CDX2^+^ TE cells. n = 12. Asterisks refer to significant differences (*:P < 0.05; **:P <0.05; ***: P<0.001). F. Summary and working model of functional relationship between SOX2 and other core lineage-specific genes in human, mouse and bovine blastocysts.

## Discussion

How the earliest cell fate decisions are made is a fundamental question due to their importance for the establishment of pregnancy and fetal development in mammals. Recent studies suggest species-specific regulations of these events. Here, we present the proof-of-evidence of base-editor-mediated gene knockouts with a robust efficiency in bovine early embryos. Using this platform, we find that SOX2 regulates OCT4 and NANOG expression and the disappearance of SOX2 in the TE of bovine blastocysts is dependent on CDX2. These results are different from those of mouse studies, highlighting a species-specific role and regulation of SOX2 in mammals.

A longstanding barrier for studying gene functions in large animals is the lack of genetic tools to disrupt a gene of interest. The advent of CRISPR-Cas9 technology represents a powerful approach to achieve genome editing. However, recent studies indicate the use of Cas9 in human early embryos results in unintentional deletions of large fragments, raising concerns in addressing gene functional studies and clinical use [25,26]. We thus decided to use base editing system in the present study. Cytosine base editors are particularly useful for disrupting genes by introducing a premature stop codon into a gene of interest without creating double-strand breaks or indels. Here, our studies report that BE3 and ABE7.10 facilitated gene editing with an efficiency above 79% in bovine embryos. Importantly, we found no obvious off-target editing at potential sites, indicating the specific effects we documented in the present study. To maximize the editing efficiency, we microinjected 2 or 3 sgRNAs together and found the target gene can be deleted completely in all blastomeres in around 80% embryos with only less than 10% embryos exhibiting mosaicism. We believe that this approach is a powerful tool to dissect gene functions and produce genome-edited cattle.

A series of transcription factors participate in the lineage development, including CDX2, SOX2, OCT4, and NANOG. These factors are originally identified as lineage-specific in mice and are also present in other mammals. Nonetheless, whether their functions are conserved across species remains poorly determined, especially in large animals. OCT4 expression lasts a long time in the TE of bovine blastocysts, in contrast to the expression pattern observed in mice [27,28]. OCT4 is restricted into the ICM later than SOX2 in bovine embryos, suggesting SOX2 is required first for the establishment of pluripotency. Consistently, *OCT4* KO does not affect the expression of SOX2 (Fig 1I and 1J), however, *SOX2* KO leads to reduced OCT4 expression in bovine blastocysts. Remarkably, we observed even no NANOG expression in both D7.5 and D8.5 *SOX2* KO blastocysts. A recent study demonstrates that OCT4 is required for NANOG expression in bovine blastocysts [6], suggesting that SOX2 may regulate NANOG indirectly through OCT4. However, we speculate that SOX2 also directly regulates the expression of NANOG because OCT4 is not completely lost when SOX2 is deleted (Fig 6G).

RNA-seq results reveal a large-scale disruption of the transcriptome upon SOX2 deletion in D7.5 blastocysts with 2074 genes affected. In comparison, a previous report has shown that only 472 genes are dysregulated in bovine D7 *OCT4*-null blastocysts [6], indicating the molecular consequence of *SOX2* KO is more severe than OCT4.

Mutual feedback between lineage-specific genes in mammalian embryos has been reported previously [1]. OCT4 and CDX2 are mutually regulated by each other in the ICM and TE in mouse blastocysts [1]. However, Sox2 is restricted to inside cells by a Cdx2-independent mechanism in mice [3]. Results herein show CDX2 is involved in suppressing SOX2 in the TE along with blastocyst expansion in cattle. This suppression is developmental context-dependent as it takes place when SOX2 becomes resctricted into the ICM but not earlier.

In conclusion, we demonstrate that the base editing system could be applied to bovine embryos. With this powerful tool, KO of three critical lineage-specific genes is successfully achieved in bovine embryos. Functional experiments prove that *SOX2* KO significantly disrupts OCT4 and NANOG expression. Meanwhile, the disappearance of SOX2 in the TE is dependent on CDX2. Altogether, our study reveals a species-specific role of SOX2 in the regulation of pluripotency and unique regulation of SOX2’s restricted expression in bovine blastocysts.

## Materials and methods

### Materials

All chemicals and reagents were commercially obtained from Sigma (St. Louis, MO, USA) unless stated elsewhere.

### In vitro production of bovine embryos

Bovine embryos in vitro production, including in vitro maturation (IVM), in vitro fertilization (IVF) and in vitro culture (IVC) was performed as procedures published previously with slight modifications [29–31]. Briefly, cumulus-oocyte complexes (COCs) containing intact cumulus cells were collected from bovine ovaries obtained from a local abattoir. COCs were matured in Medium-199 (M4530) supplemented with 10% FBS (Gibco-BRL, Grand Island, NY), 1 IU/ml FSH (Sansheng Biological Technology, Ningbo, China), 0.1 IU/ml LH (Solarbio, Beijing, China), 1 mM sodium pyruvate (Thermo Fisher Scientific, Waltham, MA, USA), 2.5 mM GlutaMAX (Thermo Fisher Scientific, Waltham, MA, USA), and 10 μg/mL gentamicin at 38.5°C under 5% CO_2_ in humidified air for 22–24 hrs. COCs (60–100 per well in 4-well plates) were then incubated with spermatozoa (1–5×10^6^) purified from frozen-thawed semen by using a percoll gradient in BO-IVF medium (IVF bioscience, Falmouth, Cornwall, UK). IVF condition was 38.5°C under 5% CO_2_ for 9–12 hrs. Putative zygotes were then removed of cumulus cells by pipetting up and down using Medium-199 (M7528) supplemented with 2% FBS (Gibco-BRL, Grand Island, NY, USA). Embryos were incubated in BO-IVC medium (IVF bioscience, Falmouth, Cornwall, UK) at 38.5°C under 5% CO_2_ in humidified air until use.

### sgRNA design, synthesis, and plasmid construction

BE-Designer online software (http://www.rgenome.net) was used to design sgRNAs. SgRNA sequences with appropriate GC content and low probability for off-target were selected to target the coding region of the gene of interest. The sticky end of BpiI: 5’-3’ CACC and 5’-3’ AAAC were added to the 5’ ends of the sense and antisense strand, respectively (S1 Table). The DNA sequences were synthesized by Sangon Co., LTD (Shanghai, China). Then, sgRNA DNA oligos were annealed and cloned into a PX458 vector containing BpiI restriction sites with a T7 promoter.

### In vitro transcription

BE3 and ABE7.10 plasmids were purchased from Addgene (#73021 and #102919). After linearization with NotI, the plasmid underwent in vitro transcription using mMESSEAGE mMACHINE T7 kit (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) and was purified by LiCl precipitation. sgRNAs were amplified and transcribed in vitro using MEGAshortscript T7 High Yield Transcription Kit (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) according to manufacturer’s instructions. Primers are listed in S2 Table. After transcription, sgRNAs were purified by ethanol precipitation.

### Microinjection of base editor mRNA

10–20 pL mixture of 100 ng/μL sgRNA and 200 ng/μL ABE7.10 or BE3 mRNA were microinjected into bovine zygotes at 12 h post insemination (hpi) by using a micromanipulator (TransferMan, Eppendorf, Germany). Control embryos were injected with the same amount of mRNA without sgRNA. To maximize the editing efficiency of the gene of interest, a cocktail of two or three sgRNAs was microinjected together with ABE7.10 or BE3 mRNA. Each sgRNA was kept at the same concentration (100 ng/μL). For constructing CDX2 mosaic embryos, we microinjected base editing components into one blastomere at 2-cell stage.

### Single bovine embryo PCR and genotyping

Injected embryos were collected at morula or blastocyst stage. Genomic DNA was isolated using an embryo lysis buffer (40 nM Tris-HCl, 1% Triton X-100, 1% NP-40 and 0.4 ng/mL Proteinase K) at 55°C for 1 h and 95°C for 10 min. Nested PCR was performed and then amplicons were subject to Sanger sequencing. As for nested PCR, two rounds of PCR were performed by using primeSTAR HS DNA Polymerase (Takara, Cat. #R040A). PCR condition was: 98°C for 2 min followed by 35 cycles of 98°C for 10 s, 60°C for 5 s, 72°C for 1.5 min, and a final 5-min step at 72°C. All primers used are listed in S3 Table.

### Targeted deep sequencing

Single embryo was subject to whole-genome amplification by using REPLI-g Mini Kits (QIAGEN, Cat. No. 150023). The target sites and 6 potential off-target sites (S4 Table) that were predicted by an online software were amplified using PCR primers with barcode sequences (S5 Table). All amplicons were purified and subject to targeted deep sequencing.

### Immunofluorescence (IF)

Early embryos were rinsed three times with 0.1% PBS/PVP (polyvinylpyrrolidone), and fixed with 4% paraformaldehyde in PBS for 30 min, permeabilized with 0.5% Triton X-100/PBS for 30 min. Fixed samples were then blocked for 1–2 hrs with the buffer containing 10% FBS and 0.1% Triton X-100/PBS. Samples were incubated with primary antibodies for 2 hrs at room temperature or overnight at 4°C. Then, embryos were treated with secondary antibodies for 2 hrs. Nuclear DNA was counterstained by DAPI for 15 min. Samples were mounted and observed with either an inverted epifluorescence microscope (Nikon, Chiyoda, Japan) or a Zeiss LSM880 confocal microscope system (Zeiss, Oberkochen, Germany). For confocal microscopy, Z-stacks were imaged with 5 μm intervals between optical sections. Stacks were projected by maximum intensity to display signals of all blastomeres in one image. All antibody information was shown in S6 Table.

### Single blastocyst RNA-seq and data analysis

Single early blastocysts from WT and KO group were collected on D7.5. The zona pellucida of blastocysts was discarded with 0.5% pronase E. The RNA-seq libraries were constructed according to Smart-seq2 procedures as previously described [32]. In brief, polyadenylated RNAs were captured and reverse transcribed with Oligo(dT) primer, then the cDNA was pre-amplified using KAPA HiFi HotStart ReadyMix (kk2601). Pre-amplified cDNA was purified with Ampure XP beads (1,1 ratio) and fragmented by Tn5 enzyme (Vazyme, TD502). PCR amplification for 15–18 cycles was performed to prepare sequencing libraries, which were subject to paired-end 150 bp sequencing on a NovaSeq (Illumina) platform by Novogene. The raw sequencing reads were trimmed with Trimmomatic (version 0.39) [33] to generate clean data and mapped to ARS-UCD1.2 with Hisat2 (version 2.1.0) [34]. The raw counts were calculated with featureCounts (version 1.6.3) [35] and underwent differential expression analysis using DESeq2 [36]. The differentially-expressed genes between WT and KO groups were identified using an FDR-adjusted P-value (Padj) < = 0.05. and Foldchange > = 2 or < = 0.5. FPKM for each sample was calculated with Cufflinks [37] for heatmap visualization, and heatmaps generated using pheatmap package in R. Gene ontology analysis was performed with the Database for Annotation, Visualization and Integrated Discovery (DAVID) [38,39]. All RNA-seq files are available from the Gene Expression Omnibus database (accession number GSE189318).

### Statistical analysis

All experiments were replicated at least three times unless stated. Two-tailed unpaired student t-tests were used to compare differences between two groups. One-Way ANOVA was used to analyze significant differences among three groups. The fluorescent intensity was analyzed using Image J as described previously [29]. Briefly, the nuclear region was encircled based on the DAPI signal and the intensity measured. The same region was moved to the cytoplasm area and background intensity obtained. The specific signal was calculated by subtracting the cytoplasmic intensity from the nuclear intensity. Finally, the data were normalized to the relative channels in control groups. The graphs were constructed by GraphPad Prism 8.0 (GraphPad Software, USA). P<0.05 refers to statistical significance.

## Supporting information

S1 Fig Base editors enable efficient genome editing in bovine embryos. A. Target sites of sgRNA designed for *SMAD4*, *TEAD4*, *CDX2*. Red letters represent the target sites of BE3 or ABE7.10. Blue letters represent protospacer adjacent motif (PAM) sequences. B. Experimental scheme for base editing in bovine early embryos. C and D: Results of targeted deep sequencing for base editing of *SMAD4* by BE3 in bovine embryos. 17 embryos were analyzed. E and F: Results of targeted deep sequencing for base editing of *SMAD4* by ABE7.10 in bovine embryos. 25 embryos were analyzed.
(TIF) Click here for additional data file.

S2 Fig Analysis of off-target effects of base editor ABE7.10 and BE3. A and B: Targeted deep sequencing analysis of 6 potential off-target sites for ABE7.10 (A) and BE3 (B).
(TIF) Click here for additional data file.

S3 Fig Application of multi-gene base editing using ABE7.10 and BE3. A and B: Embryonic developmental rate to reach morula stage in the WT and ABE7.10 (A) or BE3 (B) group (Two replicates of 13–18 embryos per group). C. Representative Sanger sequencing results of ABE7.10-meidated base editing. D. Representative Sanger sequencing results of BE3-mediated base editing. The red letters and frames represent the editing sites. The green letters represent PAM sequence. S-gRNA: *SMAD4* sgRNA; T-gRNA: *TEAD4* sgRNA; C-gRNA: *CDX2* sgRNA.
(TIF) Click here for additional data file.

S4 Fig Single blastocyst RNA sequencing. A. Single D7.5 early blastocysts were collected (n = 5 per group) to perform RNA sequencing. B. Early blastocysts collected on D7.5 and used for RNA-seq have similar total cell number. C. Validation of the genotypes of embryos used for RNA-sequencing in A. D. Principal component analysis (PCA) shows high correlation among samples in the same group. E and F. Principal component analysis (E) and hierarchical clustering analysis (F) by comparing the transcriptomes of wildtype (WT BL) and SOX2 KO (KO BL) D7.5 blastocysts with the one of wildtype D6 morula (WT MO, Datasets No.: GSE158679).
(TIF) Click here for additional data file.

S5 Fig SOX2 knockout causes a reduction in NANOG and OCT4 level in D6.5 bovine morula. A. Quantification analysis of the changes of OCT4 levels in TE and ICM as blastocyst expansion. TE: SOX2- cells; ICM: SOX2+ cells. B. The dynamics of NANOG and OCT4 expression accompanied by the blastocyst expansion. Green: NANOG; Red: OCT4 (Two replicates of 3–5 blastocysts at different stages). Scale bar = 50 μm C. Immunostaining pictures of NANOG and OCT4 in WT and SOX2 KO (KO) embryos at E6.5. D and E. Relative intensity of NANOG (D) and OCT4 (E) in WT and KO groups. Scale bar = 50 μm.
(TIF) Click here for additional data file.

S6 Fig CDX2 KO did not affect bovine early embryonic development. A. sgRNAs designed to target *CDX2*. B. Representative Sanger sequencing results of *CDX2* editing. The red letters represent editing sites. C. Immunostaining detection of CDX2 (Three replicates of 5–8 blastocysts per group). Red: CDX2. Scale bar = 50 μm. D. Editing types analysis using *CDX2* sgRNA1, sgRNA2 and sgRNA3 (61 embryos were detected). E and F. *CDX2* KO has no effect on the rate of blastocyst formation (Ten replicates of 20–25 embryos per group). Scale bar = 100 μm.
(TIF) Click here for additional data file.

S1 Table The synthesis of sgRNAs sequence. (PDF) Click here for additional data file.

S2 Table The primers information of sgRNA template for in vitro transcription. (PDF) Click here for additional data file.

S3 Table Nested PCR primer sequences for preparing Sanger sequencing samples. (PDF) Click here for additional data file.

S4 Table The predicted potential 6 off-target sites for *SMAD4*. (PDF) Click here for additional data file.

S5 Table PCR primer sequences for preparing targeted next generation sequencing samples. (PDF) Click here for additional data file.

S6 Table Antibody information. (PDF) Click here for additional data file.

# Supplementary material for: Base editing in bovine embryos reveals a species-specific role of SOX2 in regulation of pluripotency
**Source:** PLoS Genet. 2022 Jul 5;18(7):e1010307. doi: 10.1371/journal.pgen.1010307
**Supplement:** S1 Table

**S1\_Table. The synthesis of sgRNAs sequence**

| Gene name    | Gene ID | sgRNA  | Exon | Sequence (5' – 3')                                           |
|--------------|---------|--------|------|--------------------------------------------------------------|
| <i>SMAD4</i> | 540248  | S-gRNA | 1    | FP: CACCTGTTACCATACAGAGAACAT<br>RP: AAACATGTTCTCTGTATGGTAACA |
| <i>TEAD4</i> | 526771  | T-gRNA | 5    | FP: CACCGCCACATCCAGGTGCTGGCT<br>RP: AAACAGCCAGCACCTGGATGTGGC |
| <i>CDX2</i>  | 618679  | C-gRNA | 1    | FP: CACCGGACTACGGCGGATACCATG<br>RP: AAACCATGGTATCCGCCGTAGTCC |
| <i>CDX2</i>  | 618679  | sgRNA1 | 1    | FP: CACCCCCCGCAGTACCCGGACTA<br>RP: AAACCTAGTCCGGGTACTGCGGGG  |
| <i>CDX2</i>  | 618679  | sgRNA2 | 1    | FP: CACCCCGTTCCAGTCCTCGCGGAG<br>RP: AAACCTCCGCGAGGACTGGAACGG |
| <i>CDX2</i>  | 618679  | sgRNA3 | 1    | FP: CACCTTGCTGCAGACGCTCAACCC<br>RP: AAACGGGTTAGACGTCTGCAGCAA |
| <i>OCT4</i>  | 282316  | sgRNA1 | 1    | FP: CACCGCTTCCAAGGGCCTCCCGGT<br>RP: AAACACCGGGAGGCCCTTGGAAGC |
| <i>OCT4</i>  | 282316  | sgRNA2 | 1    | FP: CACCCCTCAGCCCGAGGGCGAGG<br>RP: AAACCCTCGCCCTCGGGCTGAGGG  |
| <i>SOX2</i>  | 784383  | sgRNA1 | 1    | FP: CACCCCGCAGCAAACCTTCGGGGGG<br>RP: AAACCCCCCGAAGTTTGCTGCGG |
| <i>SOX2</i>  | 784383  | sgRNA2 | 1    | FP: CACCCGGCAACCAGAAGAACAGCC<br>RP: AAACGGCTGTTCTTCTGGTTGCCG |
| <i>SOX2</i>  | 784383  | sgRNA3 | 1    | FP: CACCTATTCTCAGCAGGGCACCCC<br>RP: AAACGGGGTGCCCTGCTGAGAATA |

# Supplementary material for: Base editing in bovine embryos reveals a species-specific role of SOX2 in regulation of pluripotency
**Source:** PLoS Genet. 2022 Jul 5;18(7):e1010307. doi: 10.1371/journal.pgen.1010307
**Supplement:** S2 Table

**S2\_Table. The primers information of sgRNA template for in vitro transcription**

| <b>sgRNA</b> | <b>Primers' name</b> | <b>Sequence (5' – 3')</b>                |
|--------------|----------------------|------------------------------------------|
| S-gRNA       | S-g1-T7-F            | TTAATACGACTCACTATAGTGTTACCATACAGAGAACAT  |
| T-gRNA       | T-g1-T7-F            | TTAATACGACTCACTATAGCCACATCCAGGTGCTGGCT   |
| C-gRNA       | C-g1-T7-F            | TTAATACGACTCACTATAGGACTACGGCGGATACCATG   |
| CDX2-sgRNA1  | C-g2-T7-F            | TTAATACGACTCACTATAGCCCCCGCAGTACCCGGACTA  |
| CDX2-sgRNA2  | C-g3-T7-F            | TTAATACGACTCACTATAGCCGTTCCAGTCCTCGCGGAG  |
| CDX2-sgRNA3  | C-g4-T7-F            | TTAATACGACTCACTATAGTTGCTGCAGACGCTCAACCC  |
| OCT4-sgRNA1  | OCT4-g1-T7-F         | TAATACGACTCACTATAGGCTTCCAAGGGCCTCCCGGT   |
| OCT4-sgRNA2  | OCT4-g2-T7-F         | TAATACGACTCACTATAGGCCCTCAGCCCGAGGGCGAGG  |
| SOX2-sgRNA1  | SOX2-g1-T7-F         | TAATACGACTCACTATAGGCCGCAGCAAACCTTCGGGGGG |
| SOX2-sgRNA2  | SOX2-g2-T7-F         | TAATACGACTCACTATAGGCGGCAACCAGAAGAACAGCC  |
| SOX2-sgRNA3  | SOX2-g3-T7-F         | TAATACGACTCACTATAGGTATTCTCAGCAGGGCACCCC  |
|              | sgRNA-R              | AAAAGCACCGACTCGGTGCC                     |

# Supplementary material for: Base editing in bovine embryos reveals a species-specific role of SOX2 in regulation of pluripotency
**Source:** PLoS Genet. 2022 Jul 5;18(7):e1010307. doi: 10.1371/journal.pgen.1010307
**Supplement:** S3 Table

**S3\_Table. Nested PCR primer sequences for preparing Sanger sequencing samples**

| Gene         | Gene ID | Target sgRNAs                                       | Primers' name | Sequence (5' – 3')                                       |
|--------------|---------|-----------------------------------------------------|---------------|----------------------------------------------------------|
| <i>SMAD4</i> | 540248  | S-gRNA                                              | S-g1-1        | FP: TCTAACAATTTTCCTTGCAAC<br>RP: CCTGTATTGATAATATCTGTGCT |
|              |         |                                                     | S-g1-2        | FP: TCCGAAAGATCAAAATTGCT<br>RP: ACAGTATCTAAAGAGACGGAG    |
| <i>TEAD4</i> | 526771  | T-gRNA                                              | T-g1-1        | FP: CTGAGAGGGTGCTGTGTCTC<br>RP: AACGTCCAGTCCCAGAGAGT     |
|              |         |                                                     | T-g1-2        | FP: GGACCGCACTTCTGTTTAGC<br>RP: TGGGGCTTACAGGGTTACAG     |
| <i>CDX2</i>  | 618679  | C-gRNA<br>CDX2-sgRNA1<br>CDX2-sgRNA2<br>CDX2-sgRNA3 | C-g-1         | FP: ATGGTGAGGTTTCGCCGTC<br>RP: GCTTTACACTGAACGCGGCT      |
|              |         |                                                     | C-g-2         | FP: TACGTGAGCTACCTCCTGGAC<br>RP: CCCCCTATCCCCTACTCA      |
| <i>OCT4</i>  | 282316  | OCT4-sgRNA1<br>OCT4-sgRNA2                          | OCT4-g-1      | FP: GCCAGAGGTCAAGGCTAGTG<br>RP: CTCACCTGCGGTTCTCTCTT     |
|              |         |                                                     | OCT4-g-2      | FP: CGGGACACCTCGCTTCTGAC<br>RP: CTTCGCCTGCTCCCTTCCTG     |
| <i>SOX2</i>  | 784383  | SOX2-sgRNA1<br>SOX2-sgRNA2<br>SOX2-sgRNA3           | SOX2-g-1      | FP: CCCCCAAATTATTCTTCGCCTG<br>RP: CTTTGAAAATGTCTCCCCCG   |
|              |         |                                                     | SOX2-g-2      | FP: GCCCGCATGTACAACATGATGG<br>RP: GGGCAGTGTGCCGTTAATGG   |

# Supplementary material for: Base editing in bovine embryos reveals a species-specific role of SOX2 in regulation of pluripotency
**Source:** PLoS Genet. 2022 Jul 5;18(7):e1010307. doi: 10.1371/journal.pgen.1010307
**Supplement:** S4 Table

**S4\_ Table. The predicted potential 6 off-target sites for *SMAD4***

| <b>Name</b> | <b>Chromosome</b> | <b>Sequence information</b> |
|-------------|-------------------|-----------------------------|
| OFF 1       | 2                 | TGTTACCATAGCAGAGGACAT       |
| OFF 2       | 23                | TTTTACCATAAAGAGAACTT        |
| OFF 3       | 11                | TCTTACCATTTCAGAGAAGCAT      |
| OFF 4       | 7                 | TGTTTGCATACAGAGAAGAT        |
| OFF 5       | 9                 | TGATCCATACAGAGAAGAT         |
| OFF 6       | 1                 | TGTTACCAGCCAGAGAACACT       |

# Supplementary material for: Base editing in bovine embryos reveals a species-specific role of SOX2 in regulation of pluripotency
**Source:** PLoS Genet. 2022 Jul 5;18(7):e1010307. doi: 10.1371/journal.pgen.1010307
**Supplement:** S5 Table

**S5\_ Table. PCR primer sequences for preparing targeted next generation sequencing samples**

| Amplified sites | Chromosome | Primers' name | Sequence (5' – 3')               |
|-----------------|------------|---------------|----------------------------------|
| S-gRNA-ON       | 24         | S-g1-ON-F1    | ATCACGGGAGAGAGTGAAACATTTCGCC     |
|                 |            | S-g1-ON-F2    | TTAGGCGGAGAGAGTGAAACATTTCGCC     |
|                 |            | S-g1-ON-F3    | ACAGTGGGAGAGAGTGAAACATTTCGCC     |
|                 |            | S-g1-ON-F4    | CAGATCGGAGAGAGTGAAACATTTCGCC     |
|                 |            | S-g1-ON-F5    | TAGCTTGGAGAGAGTGAAACATTTCGCC     |
|                 |            | S-g1-ON-F6    | GGCTACGGAGAGAGTGAAACATTTCGCC     |
|                 |            | S-g1-ON-R1    | CGATGTAAAGAGACGGAGCAAGCATAAA     |
|                 |            | S-g1-ON-R2    | TGACCAAAAGAGACGGAGCAAGCATAAA     |
|                 |            | S-g1-ON-R3    | GCCAATAAAGAGACGGAGCAAGCATAAA     |
|                 |            | S-g1-ON-R4    | ACTTGAAAAGAGACGGAGCAAGCATAAA     |
|                 |            | S-g1-ON-R5    | GATCAGAAAGAGACGGAGCAAGCATAAA     |
| S-gRNA-OFF1     | 2          | S-g1-OFF1-F1  | ATCACGTCTTTGTGCAGAATGGGGGT       |
|                 |            | S-g1-OFF1-F2  | TTAGGCTCTTTGTGCAGAATGGGGGT       |
|                 |            | S-g1-OFF1-F3  | ACAGTGTCTTTGTGCAGAATGGGGGT       |
|                 |            | S-g1-OFF1-F4  | CAGATCTCTTTGTGCAGAATGGGGGT       |
|                 |            | S-g1-OFF1-F5  | TAGCTTTCTTTGTGCAGAATGGGGGT       |
|                 |            | S-g1-OFF1-F6  | GGCTACTCTTTGTGCAGAATGGGGGT       |
|                 |            | S-g1-OFF1-R1  | CGATGTGATGATTCCCGAGTGGGAGC       |
|                 |            | S-g1-OFF1-R2  | TGACCAGATGATTCCCGAGTGGGAGC       |
|                 |            | S-g1-OFF1-R3  | GCCAATGATGATTCCCGAGTGGGAGC       |
|                 |            | S-g1-OFF1-R4  | ACTTGAGATGATTCCCGAGTGGGAGC       |
|                 |            | S-g1-OFF1-R5  | GATCAGGATGATTCCCGAGTGGGAGC       |
| S-gRNA-OFF2     | 23         | S-g1-OFF2-F1  | ATCACGAATTCACATCATGCTTTTGT TTCAT |
|                 |            | S-g1-OFF2-F2  | TTAGGCAATTCACATCATGCTTTTGT TTCAT |
|                 |            | S-g1-OFF2-F3  | ACAGTGAATTCACATCATGCTTTTGT TTCAT |
|                 |            | S-g1-OFF2-F4  | CAGATCAATTCACATCATGCTTTTGT TTCAT |
|                 |            | S-g1-OFF2-F5  | TAGCTTAATTCACATCATGCTTTTGT TTCAT |
|                 |            | S-g1-OFF2-F6  | GGCTACAATTCACATCATGCTTTTGT TTCAT |
|                 |            | S-g1-OFF2-R1  | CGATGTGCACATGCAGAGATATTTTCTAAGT  |

| Amplified sites | Chromosome | Primers' name | Sequence (5' – 3')              |
|-----------------|------------|---------------|---------------------------------|
|                 |            | S-g1-OFF2-R2  | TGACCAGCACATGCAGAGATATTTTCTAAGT |
|                 |            | S-g1-OFF2-R3  | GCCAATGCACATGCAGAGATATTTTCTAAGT |
|                 |            | S-g1-OFF2-R4  | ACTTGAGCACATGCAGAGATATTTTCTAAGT |
|                 |            | S-g1-OFF2-R5  | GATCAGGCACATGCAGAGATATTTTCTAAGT |
| S-gRNA-OFF3     | 11         | S-g1-OFF3-F1  | ATCACGGGCGCCTTGATTAATACCCC      |
|                 |            | S-g1-OFF3-F2  | TTAGGCGGCGCCTTGATTAATACCCC      |
|                 |            | S-g1-OFF3-F3  | ACAGTGGGCGCCTTGATTAATACCCC      |
|                 |            | S-g1-OFF3-F4  | CAGATCGGCGCCTTGATTAATACCCC      |
|                 |            | S-g1-OFF3-F5  | TAGCTTGCGCCTTGATTAATACCCC       |
|                 |            | S-g1-OFF3-F6  | GGCTACGGCGCCTTGATTAATACCCC      |
|                 |            | S-g1-OFF3-R1  | CGATGTGCAACTACCGTGAGAGTTCA      |
|                 |            | S-g1-OFF3-R2  | TGACCAGCAACTACCGTGAGAGTTCA      |
|                 |            | S-g1-OFF3-R3  | GCCAATGCAACTACCGTGAGAGTTCA      |
|                 |            | S-g1-OFF3-R4  | ACTTGAGCAACTACCGTGAGAGTTCA      |
|                 |            | S-g1-OFF3-R5  | GATCAGGCAACTACCGTGAGAGTTCA      |
| S-gRNA-OFF4     | 7          | S-g1-OFF4-F1  | ATCACGACCAGACGAGGTACTGTAACTTT   |
|                 |            | S-g1-OFF4-F2  | TTAGGCACCAGACGAGGTACTGTAACTTT   |
|                 |            | S-g1-OFF4-F3  | ACAGTGACCAGACGAGGTACTGTAACTTT   |
|                 |            | S-g1-OFF4-F4  | CAGATCACCAGACGAGGTACTGTAACTTT   |
|                 |            | S-g1-OFF4-F5  | TAGCTTACCAGACGAGGTACTGTAACTTT   |
|                 |            | S-g1-OFF4-F6  | GGCTACACCAGACGAGGTACTGTAACTTT   |
|                 |            | S-g1-OFF4-R1  | CGATGTCCGGAGGAGCAGACTAGTGAT     |
|                 |            | S-g1-OFF4-R2  | TGACCACCGGAGGAGCAGACTAGTGAT     |
|                 |            | S-g1-OFF4-R3  | GCCAATCCGGAGGAGCAGACTAGTGAT     |
|                 |            | S-g1-OFF4-R4  | ACTTGACCGGAGGAGCAGACTAGTGAT     |
|                 |            | S-g1-OFF4-R5  | GATCAGCCGGAGGAGCAGACTAGTGAT     |
| S-gRNA-OFF5     | 9          | S-g1-OFF5-F1  | ATCACGTGAGGAGAATGCCAACTTGTTT    |
|                 |            | S-g1-OFF5-F2  | TTAGGCTGAGGAGAATGCCAACTTGTTT    |
|                 |            | S-g1-OFF5-F3  | ACAGTGTGAGGAGAATGCCAACTTGTTT    |
|                 |            | S-g1-OFF5-F4  | CAGATCTGAGGAGAATGCCAACTTGTTT    |
|                 |            | S-g1-OFF5-F5  | TAGCTTTGAGGAGAATGCCAACTTGTTT    |

| Amplified sites | Chromosome | Primers' name | Sequence (5' – 3')             |
|-----------------|------------|---------------|--------------------------------|
|                 |            | S-g1-OFF5-F6  | GGCTACTGAGGAGAATGCCAACTTG TTC  |
|                 |            | S-g1-OFF5-R1  | CGATGTCTGTATTTCAAAATGTAGGACCGT |
|                 |            | S-g1-OFF5-R2  | TGACCACTGTATTTCAAAATGTAGGACCGT |
|                 |            | S-g1-OFF5-R3  | GCCAATCTGTATTTCAAAATGTAGGACCGT |
|                 |            | S-g1-OFF5-R4  | ACTTGACTGTATTTCAAAATGTAGGACCGT |
|                 |            | S-g1-OFF5-R5  | GATCAGCTGTATTTCAAAATGTAGGACCGT |
| S-gRNA-OFF6     | 1          | S-g1-OFF6-F1  | ATCACGCACGGTCCAGTAGGTTCCCA     |
|                 |            | S-g1-OFF6-F2  | TTAGGCCACGGTCCAGTAGGTTCCCA     |
|                 |            | S-g1-OFF6-F3  | ACAGTGCACGGTCCAGTAGGTTCCCA     |
|                 |            | S-g1-OFF6-F4  | CAGATCCACGGTCCAGTAGGTTCCCA     |
|                 |            | S-g1-OFF6-F5  | TAGCTTCACGGTCCAGTAGGTTCCCA     |
|                 |            | S-g1-OFF6-F6  | GGCTACCACGGTCCAGTAGGTTCCCA     |
|                 |            | S-g1-OFF6-R1  | CGATGTCCTTCCGATTCCACGCAGT      |
|                 |            | S-g1-OFF6-R2  | TGACCACCTTCCGATTCCACGCAGT      |
|                 |            | S-g1-OFF6-R3  | GCCAATCCTTCCGATTCCACGCAGT      |
|                 |            | S-g1-OFF6-R4  | ACTTGACCTTCCGATTCCACGCAGT      |
|                 |            | S-g1-OFF6-R5  | GATCAGCCTTCCGATTCCACGCAGT      |

# Supplementary material for: Base editing in bovine embryos reveals a species-specific role of SOX2 in regulation of pluripotency
**Source:** PLoS Genet. 2022 Jul 5;18(7):e1010307. doi: 10.1371/journal.pgen.1010307
**Supplement:** S6 Table

**S6\_Table. Antibody information**

| Name  | Host   | Company      | Catalog Number | Application |
|-------|--------|--------------|----------------|-------------|
| SOX2  | Rat    | eBioscience™ | 14-9811-82     | IF (1:200)  |
| CDX2  | Mouse  | BioGenex     | CDX2-88        | IF (1:20)   |
| GATA3 | Rabbit | Abcam        | ab199428       | IF (1:200)  |
| OCT4  | Rabbit | Abcam        | Ab181557       | IF (1:200)  |
| NANOG | Mouse  | eBioscience™ | 14-5768-82     | IF (1:100)  |
| SOX17 | Goat   | Bio-techne   | AF1924         | IF (1:200)  |

How the deposited data were processed for this re-analysis (not part of the article)

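RNA-seq of single bovine early blastocysts was available for 5 WT embryos, which were injected with BE3 mRNA alone, and 5 *SOX2* KO embryos, which were injected with BE3 mRNA and sgRNAs against *SOX2*. The authors trimmed paired-end 150 bp Smart-seq2 reads with Trimmomatic, mapped them to ARS-UCD1.2 with Hisat2 and counted them per gene with featureCounts. The values the authors deposited are a normalized signal, the read counts of each gene divided by the DESeq2 size factor of the embryo. The paper's text does not name the annotation release, the strand setting or the treatment of reads that map to several genes. Reads of paralogs, overlapping genes and antisense genes could therefore be shared between them. Of the 201120 values, 201120 (100%) were whole multiples of 1 step per embryo. The inverse of each step equalled the median-of-ratios size factor recomputed from the recovered reads, with a largest ratio of 1. The lowest total over the 10 embryos was 11 reads per gene, so genes with fewer reads were left out of the table by the authors, and those genes are not analysed here.

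Every column of the table was assigned to its group by its name. The columns of the *SOX2* KO embryos run from ko1 to ko5, whereas their sample labels carry the replicate numbers 1, 2, 3, 5 and 6, so these 5 columns were used as embryos of the group without a replicate number. Recovered reads ranged from 2223670 to 5134855 in WT and from 2578284 to 4337342 in *SOX2* KO embryos. At this depth a gene with at most 3 reads in an embryo is at the floor of detection, and the reads carry no molecular identifiers, so the precision from counting is at best that of the reads.

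The main test was limma (version 3.58.1, lmFit and eBayes with a trend) on log2(normalized read count + 1), over the 20056 genes with a mean of at least 1, between all 10 embryos without covariates. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2 or at most 0.5 were called. DESeq2 (version 1.42.0) and the quasi-likelihood test of edgeR (version 4.0.16) were run on the recovered reads as alternatives, in R 4.3.3. Principal components, marker lists and numbers of detected genes were compared between groups by exact permutation of the group labels, two-sided, and the correlation within against between groups one-sided, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Gene families were compared with Fisher's exact test against all other tested genes that have a symbol. The tests were checked on simulated counts drawn from the means and library sizes of the embryos with 200 genes changed 4-fold. The changed genes all had a mean of at least 10, as many were raised as lowered, and each gene was drawn independently. limma recovered 175 of the 200 genes (87.5%) with 12 false calls among 19485 genes tested, DESeq2 recovered 177 with 11 false calls and edgeR 182 with 12. Recovery was thus not tested for genes with a mean under 10 or for changes mostly in 1 direction. False calls were not tested where genes vary together across embryos.

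Apart from *XIST*, *RN18S1* and single histone genes, the genes named in the text were fixed by a rule before the data were examined. They are the 20 genes of Fig 4D and *SOX2*, the lineage genes the paper names elsewhere, and the 5 largest rises and 5 largest falls among called genes with a mean of at least 50 in the higher group and no overlap between the groups. Members of the marker lists and gene families could also be named. The alternatives set in advance were pseudocounts of 0.1 and 5, rescaling to equal totals, rescaling by the median log ratio of genes with a mean of at least 100, quantile normalization, sample quality weights, 2 other filters on the mean, no threshold on the fold change, both count tests, and leaving out each embryo in turn. Leaving *RN18S1* out of the totals, leaving the genes of Fig 4D out of the epiblast list and the log2 value of *XIST* as a covariate in limma were added after the values were seen. The lists of marker genes and the gene families were written from general knowledge of these lineages and of gene symbols. No coordinates are given, because the gene table at hand describes the assembly ARS-UCD2.0 and not ARS-UCD1.2. Gene length and GC content were not analysed here for the same reason, and neither were the immunostaining, the editing rates, the genotypes of the embryos, the D6 morula transcriptomes and the Gene Ontology annotation.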

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

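In 4 of 82 groups of 5 embryos, 1 embryo lay far from the other 4, and chance gives about 4.1 such groups among 82, so no pattern is drawn from them. The trophectoderm list had a mean log2 value of 6.99 in the WT embryo nc2 and of 7.41 to 7.47 in the other WT embryos. Its library was the smallest, with 2223670 reads. *IGF2* had a normalized read count of 2.98, which is 3 reads, in the WT embryo nc3 and was listed at 0 in the other 4. *WNT3A* was listed at 0 in the WT embryo nc1 and lay between 1.48 and 2.33, that is 1 to 3 reads, in the others. Reads this few cannot tell embryos apart. *HSD3B1* had 281 in the *SOX2* KO embryo ko4 and 913 to 1424 in the other *SOX2* KO embryos, still above the highest WT embryo at 144. No biological explanation was tested for these single embryos.

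The 5 genes with the largest rise are not discussed in the paper. Their mean normalized read counts in *SOX2* KO embryos were 899 for *HSD3B1*, 55.3 for *MUC19*, 55.0 for *LOC789126*, 55.2 for *LOC789503* and 79.3 for *QSOX1*, against 63.7, 2.27, 3.91, 4.11 and 7.38 in WT. All 5 passed both thresholds under each alternative of scaling, pseudocount, filter and test that was run and with each embryo left out. They were chosen by the size of their change, so their fold changes are overestimates on average. With the share of *RN18S1* reads of each embryo as a covariate in limma, *HSD3B1*, *LOC789503* and *QSOX1* kept adjusted p of 0.00166, 0.0314 and 0.0194, while *MUC19* had 0.0796 and *LOC789126* 0.0854. The rise of *HSD3B1*, *LOC789503* and *QSOX1* is thus not fully explained by that share, by the scaling or by a single embryo. For *MUC19* and *LOC789126* the fit does not decide, since their log2 fold changes with the covariate, 2.71 and 2.69, were close to the 2.74 of *LOC789503*. A covariate so correlated with the group (0.626) takes away calls in any case, and random covariates of the same correlation left a median of 353.5 genes called higher. The share of *RN18S1* reads left fewer, 127. Gene length, GC content and the mapping of reads between similar genes could not be examined, and *LOC789126* and *LOC789503* have no name in the table. A response of *HSD3B1*, *LOC789503* and *QSOX1* to the loss of SOX2 remains a hypothesis that may be tested in other embryos.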

How the results depend on the processing

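No paired analysis was possible because the columns of the *SOX2* KO embryos carry no replicate numbers of their labels; the fits with a replicate block were not run. The cause of the changes listed here was not tested unless stated.

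The number of DEGs was 2024, with 1792 higher, 232 lower and 88.5% higher. With a pseudocount of 5 it was 1185, with 1002 higher (84.6%). Quantile normalization gave 1076, with 629 higher and 447 lower (58.5%), and sample quality weights gave 3515, with 3229 higher (91.9%). Over genes with a mean of at least 10 it was 692, with 502 higher (72.5%). Without a threshold on the fold change, 641 genes were lower and 76.5% of 2722 were higher. Rescaling to equal totals gave 82.4% higher, rescaling by the median log ratio 92.0% and edgeR 84.9%. DESeq2, a pseudocount of 0.1, all genes with a value above 0 and the added rescaling without *RN18S1* and covariate of log2 *XIST* left the share within the Wilson interval of 87.1% to 89.9%. Across the 10 fits that each left out 1 embryo, the calls ranged from 947 to 3324, those higher from 771 to 3057, those lower from 176 to 267 and the share from 80.2% to 92.0%. The number of higher genes thus depends on single *SOX2* KO embryos far more than the number of lower genes.

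The median log2 fold change of all tested genes was 0.25, and it was 0.14 with equal totals, -0.02 with quantile normalization and 0.34 with the median log ratio. A change given relative to all genes moves by the difference.

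The separation on PC1, the correlation within against between groups, the number of detected genes, the epiblast list, *NANOG*, *POU5F1* and *SOX2* kept their direction and their side of the threshold under the alternatives of pseudocount, scaling, filter, test and embryos left out that were run for them. The exception is *NANOG* with the share of *RN18S1* reads as a covariate in limma, a fit made as a test of an explanation, where its adjusted p was 0.0917. The difference on the trophectoderm list was 0.48 with a pseudocount of 0.1 and 0.25 with quantile normalization, no longer past the threshold. The difference on the primitive endoderm list passed no threshold, and ranged from -0.24 to 0.00198 with each embryo left out, where it changed sign without ko4. The odds ratio of the ion channel and adhesion families was 1.31 and no longer past the threshold against genes of similar expression, and from 2.05 to 3.65 with each embryo left out.

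*SMAD4*, at 0.01, was never past a threshold and changed sign with equal totals (-0.109), sample quality weights (-0.0344) and edgeR (-0.0541), and ranged from -0.0645 to 0.0883 with each embryo left out. Members of the marker lists and gene families were not counted in what follows. Over the genes fixed by the rule other than *SOX2*, *NANOG* and *POU5F1*, 631 of the values under an alternative kept direction and call status. Of the other values, 37 lost the call, 4 gained it and 7, all of *SMAD4*, changed sign. Among the 631, the adjusted p rose above 0.05 in 28 of *IGFBP3*, *SALL4*, *FGFR4* and *H3F3A*, which do not reach the threshold on the fold change. Of these 28, 23 were in fits that left out an embryo and 5 were of *IGFBP3* and *SALL4* with the median log ratio and quantile normalization and of *IGFBP3* over genes with a mean of at least 10. Apart from the fits that left out an embryo, the lost calls among these were all of *IGF2*, *LIF* and *WNT3A*, which had at most 8 reads in any embryo. The only gained one was *IGFBP3* with equal totals. With the *RN18S1* covariate, 7 of the 15 called genes of Fig 4D lost their calls: *NANOG*, *IGF2*, *LIF*, *WNT3A*, *MYC*, *MYCN* and *IGFBP4*. As this covariate is correlated with the group, such losses do not show that the share explains a gene.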

Differences from the paper's values

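None of the paper's counts of DEGs differed from the main values by more than 1.5 times. The paper's total is 2074, against 2024 with limma, its numbers of upregulated and downregulated genes are 1836 and 238, against 1792 and 232, and its share is 88.53%, against 88.5%. DESeq2 on the recovered reads, which the paper's methods name, gave 2074, 1836 and 238. Alternatives set before the data were examined that differed by more than 1.5 times were a pseudocount of 5, quantile normalization, sample quality weights and the filter on a mean of at least 10, for the lower genes the calls without a threshold on the fold change, and some fits that left out an embryo.

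The paper lists *POU5F1*, *IGFBP3*, *SALL4*, *FGFR4* and *H3F3A* among the downregulated genes of its heat map, and describes the fall of OCT4 transcripts as sharp. Their log2 fold changes were -0.75, -0.92, -0.63, -0.62 and -0.58, all with a limma adjusted p of at most 0.05 and none at or beyond the threshold on the fold change. DESeq2 on the recovered reads gave -0.75, -0.89, -0.64, -0.60 and -0.60. Without the threshold on the fold change, all 5 are called. The adjusted p of *IGFBP3*, *SALL4*, *FGFR4* and *H3F3A* was above 0.05 in 6, 4, 6 and 7 of the 10 fits that left out 1 embryo, and that of *IGFBP3* and *SALL4* also with quantile normalization (0.0593 and 0.0597) and the median log ratio (0.0689 and 0.0602). Rescaling to equal totals calls *IGFBP3*, at -1.04, as do 3 of the 10 fits that left out 1 embryo. No setting that kept the threshold called the other 4. The paper lists *IGF2* as upregulated, and limma called it, whereas DESeq2 on the recovered reads gave an adjusted p of 0.0560.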

Other observations

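The comparison with random covariates, the reading of the cumulus list as undecided and the test on the summed histone values were chosen after the results they bear on had been seen.

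Most called genes were higher in *SOX2* KO embryos, and several technical explanations of this were tested. The real grouping stood apart from other groupings: of 100 splits of the 10 embryos into 5 and 5, itself included, it was the only 1 with as many calls. Next came a split with 1331 calls, and every split after it had at most 2. The split with 1331 calls exchanged the WT embryo nc3 and the *SOX2* KO embryo ko4, and 647 of its genes (48.6%) were also called in the real split. That split also divides the embryos by their share of *RN18S1* reads, an explanation taken up below. The shares were 26.4% to 33.0% on the side with ko4 and 34.6% to 45.0% on the side with nc3. Library depth was tested on the number of detected genes and not on the calls themselves. It did not account for that number, since the *SOX2* KO embryos still had 2187 more detected genes on average after thinning to the same number of reads. In the medians of recovered reads the *SOX2* KO embryos were not the deeper group. Rescaling to equal totals gave a share of higher calls of 82.4% and rescaling by the median log ratio 92.0%, both within 10 percentage points of 88.5%, and leaving *RN18S1* out before rescaling gave 88.8%. Quantile normalization gave 58.5%, but it sets all embryos to 1 distribution and so removes a general rise by its construction. Other explanations remain. Leaving out 2 of the 5 *SOX2* KO embryos gave from 221 to 3999 genes called higher over the 10 pairs (median 991), and leaving out 2 WT embryos gave from 462 to 1464 (median 609.5). The loss of calls in the median pair is thus no larger for *SOX2* KO embryos, and part of it follows from the smaller groups, but the number of higher genes varies more with which *SOX2* KO embryos are used. Low expressed genes carried most of the excess, with 1229 of the 1792 higher genes at a mean under 10. The share was 74.9% among genes with a mean of 10 to under 100 and 63.0% among those with a mean of at least 100. With the genes under a mean of 10 left out of the test, 502 of 692 calls were higher (72.5%). In these counts the excess reached beyond the lowest level, but it shrank as expression rose. Genes vary together across embryos, as in the next largest split, where 1282 of the 1331 calls had the same direction. An interval that takes genes as independent thus cannot show that the share at a mean of at least 100 is above an even split. How far the pattern is one of low expressed genes is therefore not decided. A list of genes of cumulus cells, which surround the oocyte, was 0.64 higher on the log2 scale, with 10 of its 11 tested genes higher (two-sided exact permutation p = 0.0952), which is 0.39 above the median of all genes. With quantile normalization the list differed by -0.02, with 5 of 11 genes higher (exact permutation p = 0.952), and RNA from such cells can be neither shown nor excluded. With the share of *RN18S1* reads as a covariate in limma, 127 genes were called higher and 82 lower, and 2830 genes had an unadjusted p under 0.05. The covariate itself had 0 calls, and 2011 genes with an unadjusted p under 0.05. Random covariates with the same correlation with the group (0.626) left a median of 353.5 genes called higher, and 1 of 100 left as few as the share of *RN18S1* reads. A candidate explanation is that embryos with a larger share of ribosomal reads, for whatever reason, also have more low expressed genes detected. It does not account for all of the rise, given the 127 genes still called higher. The excess of higher calls was much smaller with the covariate (127 higher, 82 lower) than without it (1792 and 232). The share of *RN18S1* reads could thus account for much of that excess. A covariate so correlated with the group takes away calls in any case, but only 1 of 100 random covariates took away as many. The loss thus went beyond what that correlation alone usually took away. As the share and the group go together, the fit does not separate their effects. In 7 pairs of 1 *SOX2* KO and 1 WT embryo whose shares of *RN18S1* reads were within 3 percentage points, more genes were detected in the *SOX2* KO embryo in 6, and in 7 after thinning, although the pairs share embryos and were compared after their values were seen. How much of the rise is a biological release of these genes upon loss of SOX2 is not settled by these tests.

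The counts of histone genes point the other way. Of 28 tested genes named HIST, 25 were lower in *SOX2* KO embryos, and 5 were called lower, among them *HIST1H2AJ* (-1.92) and *HIST1H2AH* (-2.25). Histone genes are alike in sequence, and reads could be shared between them, yet their summed value also fell, from 1255 ± 220 (SD, n = 5) to 675 ± 132 (SD, n = 5), a log2 difference of -0.90 (two-sided exact permutation p = 0.00794). The fall held under each scaling, between -1.02 and -0.79. Most histone transcripts lack a poly(A) tail, so oligo(dT) priming captures only part of them. A list of 16 proliferation genes written before the test was lower as well, with a mean difference of -0.40 and with 16 of 16 genes lower (exact permutation p = 0.00794), or 14 of 16 under quantile normalization and under the median log ratio. Lower proliferation remains a possible explanation, tested on the same embryos that gave the pattern, and the paper reports fewer cells in *SOX2* KO blastocysts at D7.5, but similar cell numbers in the embryos collected for RNA-seq (S4B Fig).

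The genes of pregnancy-associated glycoproteins (PAG), a family of the ruminant trophectoderm to which *PAG2* belongs, had 19 tested members. All 19 were higher in *SOX2* KO embryos and 9 were called, with a mean difference of 1.55 on the log2 scale (two-sided exact permutation p = 0.00794). With quantile normalization, 16 were higher and 2 were called. Their sequences are similar, so values of single members are uncertain.

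Of the primitive endoderm list, the genes called lower included *HNF4A* (-2.85), *PDGFRA* (-2.01) and *FN1* (-1.31), and *APOA1* (1.71) and *BMP2* (1.65) were called higher. *BMP2* had overlapping groups and kept its call in 5 of the 10 fits that left out 1 embryo. *HNF4A*, *PDGFRA*, *FN1* and *APOA1* kept theirs in all 10. *GATA4* and *GATA6* had log2 fold changes of -0.24 and -0.12 and were not called. *SOX17*, which the paper followed by immunostaining, is not analysed here. *CDX2*, *GATA3* and *TEAD4*, which the paper names in other experiments, had log2 fold changes of 0.61, 0.13 and 0.28 with limma adjusted p of 0.127, 0.617 and 0.247, and *SMAD4* had 0.01.

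*XIST*, looked at after the values were seen, had 1346 ± 1054 (SD, n = 5) normalized read counts in WT and 1635 ± 1062 (SD, n = 5) in *SOX2* KO embryos. These means cover 1 embryo with far fewer in each group, at 11.9 in the WT embryo nc2 and 33.7 in the *SOX2* KO embryo ko4, against 429 to 2819 in the other 8. The same 2 embryos were the highest on PC2, at 20.1 and 25.2, with the next at 3.46. The sex of the embryos is not given, and none was assigned from these values. With the log2 value of *XIST* as a covariate in limma, also added after the values were seen, 1792 genes were called higher and 254 lower, and the covariate itself had 387 genes with an adjusted p of at most 0.05. A difference in sex between embryos could thus add to the spread within the groups, and with 1 such embryo in each group it is not aligned with the comparison.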
